# Lgr5+ telocytes are a signaling source at the intestinal villus tip

**DOI:** 10.1038/s41467-020-15714-x

**Published:** 2020-04-22

**Authors:** Keren Bahar Halpern, Hassan Massalha, Rachel K. Zwick, Andreas E. Moor, David Castillo-Azofeifa, Milena Rozenberg, Lydia Farack, Adi Egozi, Dan R. Miller, Inna Averbukh, Yotam Harnik, Noa Weinberg-Corem, Frederic J. de Sauvage, Ido Amit, Ophir D. Klein, Michal Shoshkes-Carmel, Shalev Itzkovitz

**Keywords:** Extracellular signalling molecules, Differentiation, Intestinal stem cells, Single-cell imaging

## Abstract

The intestinal epithelium is a structured organ composed of crypts harboring Lgr5+ stem cells, and villi harboring differentiated cells. Spatial transcriptomics have demonstrated profound zonation of epithelial gene expression along the villus axis, but the mechanisms shaping this spatial variability are unknown. Here, we combine laser capture micro-dissection and single cell RNA sequencing to uncover spatially zonated populations of mesenchymal cells along the crypt-villus axis. These include villus tip telocytes (VTTs) that express *Lgr5*, a gene previously considered a specific crypt epithelial stem cell marker. VTTs are elongated cells that line the villus tip epithelium and signal through Bmp morphogens and the non-canonical *Wnt5a* ligand. Their ablation is associated with perturbed zonation of enterocyte genes induced at the villus tip. Our study provides a spatially-resolved cell atlas of the small intestinal stroma and exposes *Lgr5*+ villus tip telocytes as regulators of the epithelial spatial expression programs along the villus axis.

## Abstract (web summary)

Epithelial gene expression has been shown to be zonated along the crypt-villus axis, but mechanisms shaping this spatial variability were unknown. Here, Bahar Halpern et al. uncover zonation of mesenchymal cells, including Lgr5+ telocytes, which regulate epithelial gene expression at the villus tip.

## Introduction

The small intestine is a structured organ composed of repeating crypt-villus units. *Lgr5*+ epithelial stem cells at the base of the crypts continuously divide to give rise to proliferative progenitors that migrate towards the villi^1,2^. As they approach the crypt exits, these progenitors become post-mitotic and differentiate into distinct lineages–absorptive enterocytes, mucus-secreting goblet cells, enteroendocrine cells and tuft cells. The differentiated cells operate for about three days as they continue to migrate along the villus walls until they are shed from the villi tips^3^.

Villi cells have traditionally been considered ‘terminally-differentiated’ in the sense that they have irreversibly committed to a functional cell state, which they carry from birth to death. Recent studies challenged this view and demonstrated that villi epithelial cells constantly change their functional state, such that around 85% of enterocyte genes are expressed in a non-uniform manner along the villus axis^4^. Enterocytes first implement anti-microbial programs at the base of the villi, then shift to sequential absorption of amino acids, carbohydrates and lipids in distinct villi zones, finally upregulating genes associated with cell adhesion and immune modulation at the villi tips. Similarly, enteroendocrine cells change the types of hormones they produce as a function of their position along the villus axis^5,6^. The epithelial lineages along the intestinal villus therefore exhibit profound spatial heterogeneity.

What are the mechanisms that facilitate the spatial heterogeneity of the villus epithelium? One mechanism could be an internal ‘clock’, whereby epithelial cells are pre-programmed to turn distinct functions on and off at different times. A second mechanism could be a zonated response to spatial gradients of nutrients and bacteria at the luminal sides of the tissue. Yet a third mechanism could entail zonated molecular cues that originate in the lamina propria, the underlying stroma at the basal sides of the epithelial layer^7–11^. Here, we use spatially-resolved transcriptomics to characterize the zonated stromal gene expression signatures along the crypt-villus axis. We identify four mesenchymal cell populations residing at distinct crypt-villus zones. These include a sub-population of telocytes localized at the villus tip that is marked by *Lgr5*, a gene previously considere a specific marker of epithelial crypt stem cells. We suggest that *Lgr5*+ villus tip telocytes may regulate the epithelial gene expression programs at the villus tip.

## Results

### A spatial expression atlas of the small intestinal stroma

To obtain a global view of spatial heterogeneity of stromal gene expression we used Laser Capture Microdissection (LCM) to isolate four stromal zones along the jejunum crypt-villus axis from five mice (Fig. 1a, b). 

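Each LCM sample held microdissected stromal fragments from 1 zone (crypt, villus bottom, villus center or villus tip), amplified with a low-input protocol and sequenced. The authors deposited transcripts per 1e6 (TPM) for 20882 listed genes in 29 samples, estimated by pseudoalignment to coding transcripts. TPM keeps no number of reads, so the depth of each sample is unknown. The crypt was sampled in 3 mice and each villus zone in 5 mice, with 1 or 2 sections per mouse and zone. The sections of 1 mouse were averaged, since the mouse is the replicate. Between 5481 and 17306 genes had a value above 0 in a sample. Across genes, the correlation of log2 values between sections of the same mouse and zone ranged from 0.448 to 0.815 over 11 pairs, with a median of 0.652, and its median between different mice of 1 zone was 0.576 over 81 pairs. Genes highly expressed in enterocytes were removed by the rule of the paper's methods, applied here to the control epithelial samples of the ablation experiment. In these, 487 genes made up 50% of the UMIs, 420 of them neither ribosomal nor mitochondrial, and 375 of those were listed in the LCM table and removed. They held between 4.97% and 44.7% of the TPM of a sample. Each sample was then divided by the sum of the genes that each made up less than 1% of it, and values are given in parts per 1e6 (ppm). A total of 13535 genes had a zone mean above 5 ppm and were tested with limma on log2(ppm + 1), a scale that understates the change of genes with low values. Between villus tip and crypt, 0 genes passed an adjusted p of 0.05 in limma with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.308. An unadjusted p under 0.05 was reached by 441 genes. With no filter on low values, 20223 genes were tested and 2 passed, both lower at the villus tip. On simulated data of this design, limma recovered 4 of 200 genes changed by 3 on the log2 scale and 135 of 200 changed by 6. Of the ligands and receptors that Supplementary Data 2 lists for the stroma, 503 were tested, of which 245 were higher and 258 lower at the villus tip than in the crypt. An unadjusted p under 0.05 was reached by 22 of them, and 0 passed 0.05 either adjusted over the list alone or adjusted over all genes.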

We performed RNA sequencing of these segments, yielding a coarse zonation map (Supplementary data 1). We focused on the zonation patterns of ligands and receptors^12,13^, since these are likely to implement zonated cross-talk with the epithelium (Fig. 1c, Supplementary Fig. 1a, b, Supplementary data 2). 

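*Grem1* (chromosome 2 of GRCm38, 113746164 to 113758646) had a mean of 9.05 ± 8.32 ppm in the crypt stroma (SD, n = 3 mice) and 3.55 ± 3.77 at the villus tip (SD, n = 5). Its lowest zone mean was 1.31 ± 1.58, at the villus bottom (SD, n = 5). The log2 fold change of villus tip over crypt was -1.24 (95% interval -3.29 to 0.81, adjusted p = 0.991 from limma), and the villus tip was higher than the crypt in 0 of the 3 mice with both zones. *Il18r1* (chromosome 1, 40465552 to 40500854) had a mean of 18.2 ± 12.4 ppm in the crypt (SD, n = 3), 16.9 ± 26.8 at the villus bottom (SD, n = 5) and 8.51 ± 3.34 at the villus tip (SD, n = 5). The villus bottom mean of *Il18r1* held 1 mouse at 64.2, and its median there was 4.32. Its log2 fold change of villus tip over crypt was -0.75 (95% interval -2.88 to 1.39). Neither difference could be told from chance (two-sided exact permutation test over mice, unpaired, p = 0.214 for *Grem1* and 0.375 for *Il18r1*). With 3 mice against 5 the smallest p of this test is 0.0179. The crypt mice were also villus tip mice, which the test ignores. With each mouse left out in turn, the log2 fold change stayed between -1.49 and -1.10 for *Grem1* and between -1.40 and -0.21 for *Il18r1*.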

Examples of ligand/receptor genes that exhibited higher expression in the crypt stroma included *Grem1*, encoding the BMP pathway inhibitor Gremlin1^14^ (Fig. 1c) and *Il18r1*, the receptor for *Il18*. The cytokine *Il18* has been shown to be expressed in enterocytes at the lower villi zones, as part of an anti-microbial gene module^4^. Using single molecule Fluorescence in-situ Hybridizatoin (smFISH^15^), we identified type 3 innate lymphoid cells (ILC3) expressing *Il18r1* at the stromal side of these zones (Supplementary Fig. 1c–g), suggesting spatial recruitment of these immune cell components by zonated enterocyte *Il18* signal.

**Fig. 1:**
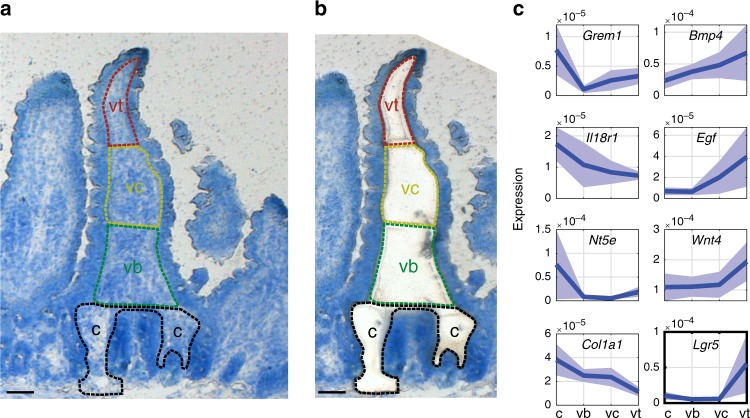
Spatial transcriptomics of the intestinal stroma. **a**–**b** LCM of four zones along the crypt-villus axis before (**a**) and after (**b**) laser dissection. c–crypt, vb–villus bottom, vc–villus center, vt–villus tip. Scale bar–50 µm. **c** Representative spatial LCMseq expression profiles of stromal ligands and receptors zonated towards the crypt (left) or villus tip (right). Units are fraction of sample mRNA, patches are SEM.

### *Lgr5* is abundantly expressed in villus tip stromal cells

We next focused on stromal ligands and receptors that were zonated towards the villi tips in our stromal LCM-RNAseq data. These included *Bmp4*, a morphogen that was shown to inhibit epithelial proliferation^16^ and to control enteroendocrine cell differentiation pathways at the tip^5^ (Fig. 1c). 

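*Bmp4* (chromosome 14, 46383520 to 46390669) rose from 24.2 ± 18.9 ppm in the crypt (SD, n = 3 mice) to 43.9 ± 31.4 at the villus bottom, 41.9 ± 35.7 at the villus center and 93.4 ± 153 at the villus tip (SD, n = 5 each). The villus tip median over mice was 19.7, below the crypt median of 28.3, and the mean there included 361 in mouse 4. On the log2 scale the villus tip exceeded the crypt by 0.30 (95% interval -2.69 to 3.29, adjusted p = 0.999 from limma), a difference not told from chance (two-sided exact permutation test, unpaired, p = 0.893). Without mouse 4 the log2 fold change was -0.71, and in the 3 mice with both zones alone it was -1.02. *Bmp4* was higher at the villus tip than in the crypt in 1 of these 3 mice.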

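*Wnt4* (chromosome 4, 137277489 to 137299726) had means of 112 ± 113 ppm in the crypt (SD, n = 3 mice), 145 ± 103 at the villus bottom, 146 ± 126 at the villus center and 248 ± 212 at the villus tip (SD, n = 5 each). Its log2 fold change of villus tip over crypt was 1.04 (95% interval -1.14 to 3.22), and stayed between 0.59 and 1.91 with each mouse left out. *Egf* (chromosome 3, 129677565 to 129755316) had means of 7.11 ± 6.01 in the crypt (SD, n = 3), 10.0 ± 11.5 at the villus bottom, 26.4 ± 50.3 at the villus center and 56.7 ± 99.4 at the villus tip (SD, n = 5 each). Mouse 4 held the highest *Egf* value at the villus center, 116, and at the villus tip, 233, where the median over mice was 10.1. Villus tip over crypt gave a log2 fold change of 1.24 for *Egf* (95% interval -1.84 to 4.32), and between 0.24 and 2.28 with each mouse left out. Each difference could have come from differences between mice (two-sided exact permutation test, unpaired, p = 0.375 for *Wnt4* and 0.500 for *Egf*, adjusted p = 0.991 for each from limma). Each gene was higher at the villus tip than in the crypt in 1 of the 3 mice with both zones. Over all alternatives the lowest log2 fold change was 0.19 for *Wnt4* and 0.05 for *Egf*. 

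**Figure D1:**
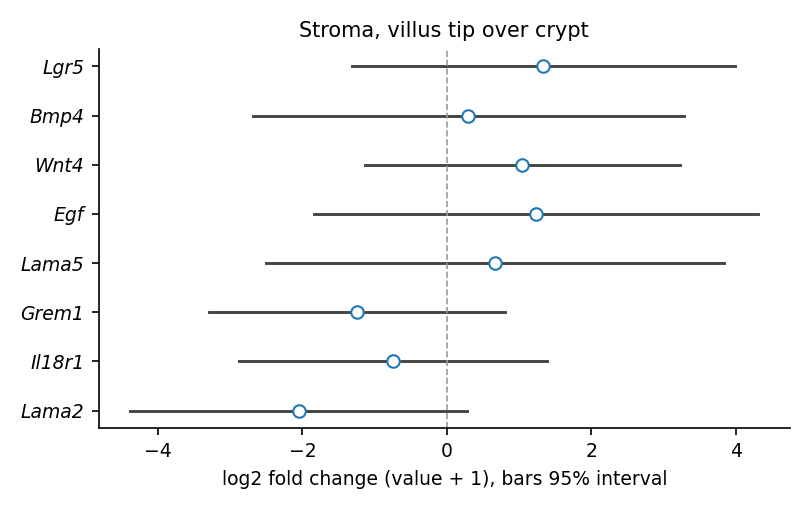
Log2 fold change of villus tip over crypt stroma, in log2(ppm + 1), for genes named in the text. Points are estimates from 5 villus tip and 3 crypt mice and bars are 95% intervals. Open points mark an adjusted p above 0.05, and every interval includes 0.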

Other villus tip molecules included the non-canonical Wnt ligand *Wnt4* and the epidermal growth factor *Egf. Egfr*, the receptor for *Egf*, has elevated expression levels in villus tip enterocytes^4^, constituting another example of correlated spatial expression of pairs of epithelial and stromal ligands and their matching receptors (Supplementary data 2). We further analyzed zonated proteins constituting the extracellular matrix (ECM, also termed the ‘matrisome’^17^), identifying distinct collagens and matrix metalloproteinases that are differentially zonated between the crypt and villus stroma (Supplementary Fig. 1 h). These included the crypt enriched *Lama2*, encoding the laminin subunit alpha-2 and the villus enriched *Lama5*, encoding the laminin subunit alpha-5, previously shown to be differentially zonated at the protein level^18,19^.

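*Lama2* (chromosome 10, 26980036 to 27619758) had a mean of 41.6 ± 62.0 ppm in the crypt (SD, n = 3 mice), with a median of 9.22, and means of 4.06 ± 4.34, 5.18 ± 5.37 and 4.26 ± 3.89 at the villus bottom, center and tip (SD, n = 5 each). Its log2 fold change of villus tip over crypt was -2.05 (95% interval -4.39 to 0.28), between -2.75 and -0.74 with each mouse left out, and the villus tip was the higher zone in 0 of 3 mice. *Lama5* (chromosome 2, 180176373 to 180225859) had means of 23.4 ± 18.3 in the crypt (SD, n = 3), 68.4 ± 75.4 at the villus bottom, 60.6 ± 66.6 at the villus center and 140 ± 222 at the villus tip (SD, n = 5 each). Mouse 2 gave the highest *Lama5* value at the villus bottom, 196, and at the villus tip, 527. The log2 fold change of *Lama5* was 0.67 (95% interval -2.50 to 3.84) with all mice and -0.60 without mouse 2. The difference between crypt and villus tip was not told from chance for either gene (two-sided exact permutation test, unpaired, p = 0.179 for *Lama2* and 0.696 for *Lama5*, adjusted p = 0.991 for each from limma).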

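Supplementary Data 2 lists 349 stromal receptors, and *Lgr5* appears there as a receptor on enterocytes in 3 pairs and on the stroma in 0. *Lgr5* was therefore ranked together with the stromal receptors that have a value in the LCM table, 347 genes in all. By the mean of 5 mice at the villus tip, 79.8 ppm, *Lgr5* ranked 20. The receptors with the highest means there were *Tlr1*, at 2310 ppm, *Pecam1*, at 2021, and *Tnfrsf14*, at 986. The median of *Tlr1* was 286, below the medians of *Pecam1* (1591), *Tnfrsf14* (1215) and *Rpsa* (1003). Within each mouse the rank of *Lgr5* was 168 in mouse 1, 163 in mouse 2, 38 in mouse 3, 91 in mouse 4 and 7 in mouse 5 (SD 72.4). Without mouse 5 the mean fell to 16.2 ppm and the rank to 90.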

Our zonation analysis revealed *Lgr5* to be one of the most highly expressed receptors in the villus tip stroma (Fig. 1c, Supplementary data 1). *Lgr5* has been shown to be a specific marker of epithelial stem cells at the crypt base^2,15^. It was therefore unexpected to observe elevated expression levels of this gene at the lamina propria of the villus tip. 

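*Lgr5* (chromosome 10 of GRCm38, 115450311 to 115587780, minus strand) had means of 10.5 ± 13.0 ppm in the crypt stroma (SD, n = 3 mice), 7.69 ± 6.60 at the villus bottom, 6.68 ± 3.56 at the villus center and 79.8 ± 143 at the villus tip (SD, n = 5 each). The villus tip values were 0.924, 2.79, 43.4, 17.7 and 334 ppm in mice 1 to 5, with a median of 17.7. The villus tip held the most *Lgr5* of the zones sampled in mice 3, 4 and 5, while this was the villus bottom in mouse 1 and the crypt in mouse 2. The log2 fold change of villus tip over crypt was 1.34 (95% interval -1.31 to 3.99, adjusted p = 0.991 from limma) and could have come from the differences between mice (two-sided exact permutation test, p = 0.554). Of the 3 mice with both zones, 1 had more *Lgr5* at the villus tip than in the crypt, and in these mice alone the log2 fold change was -0.07. The paper reasons that a high level of *Lgr5* in the lamina propria of the villus tip is unexpected, because the gene is known as a marker of epithelial stem cells at the crypt base. 

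**Figure D2:**
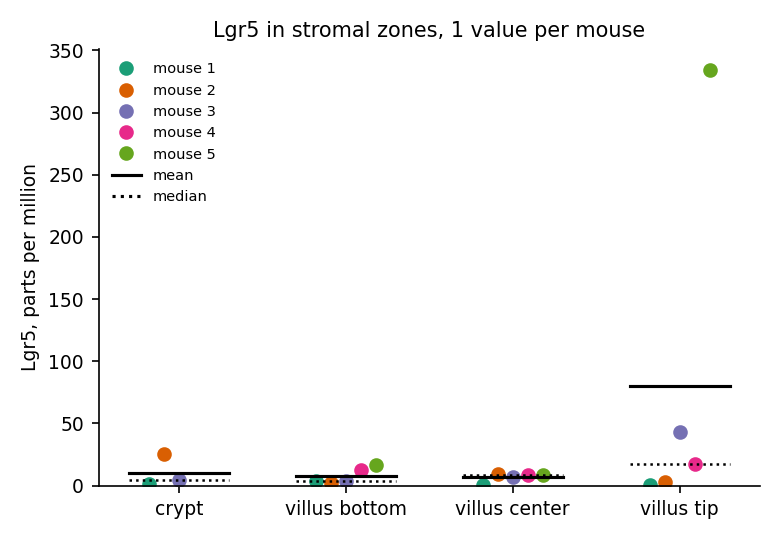
*Lgr5* in ppm in each stromal zone, 1 point per mouse, with the mean as a solid line and the median as a dotted line. Mouse 5 at the villus tip lies at 334, and the other mice lie at 43.4 or below in every zone.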

To validate this finding, we performed smFISH and detected abundant localized expression of *Lgr5* transcripts in PDGFRa+ telocytes that co-expressed *Bmp4*, a classic villus tip ligand^20^ (Fig. 2a–e). Telocytes are large mesenchymal cells with elongated extensions that stain positively for the PDGFRa surface marker. They form intricate contacts with both epithelial cells and other stromal cell types^9,21^. Telocytes that surround the crypts constitute important niche cells that secrete canonical Wnt morphogens and Rspo3 to maintain stemness of crypt *Lgr5*+ epithelial stem cells^9,11,22,23^. The molecular identities of telocytes residing in the villi stroma have thus far not been characterized.

**Fig. 2:**
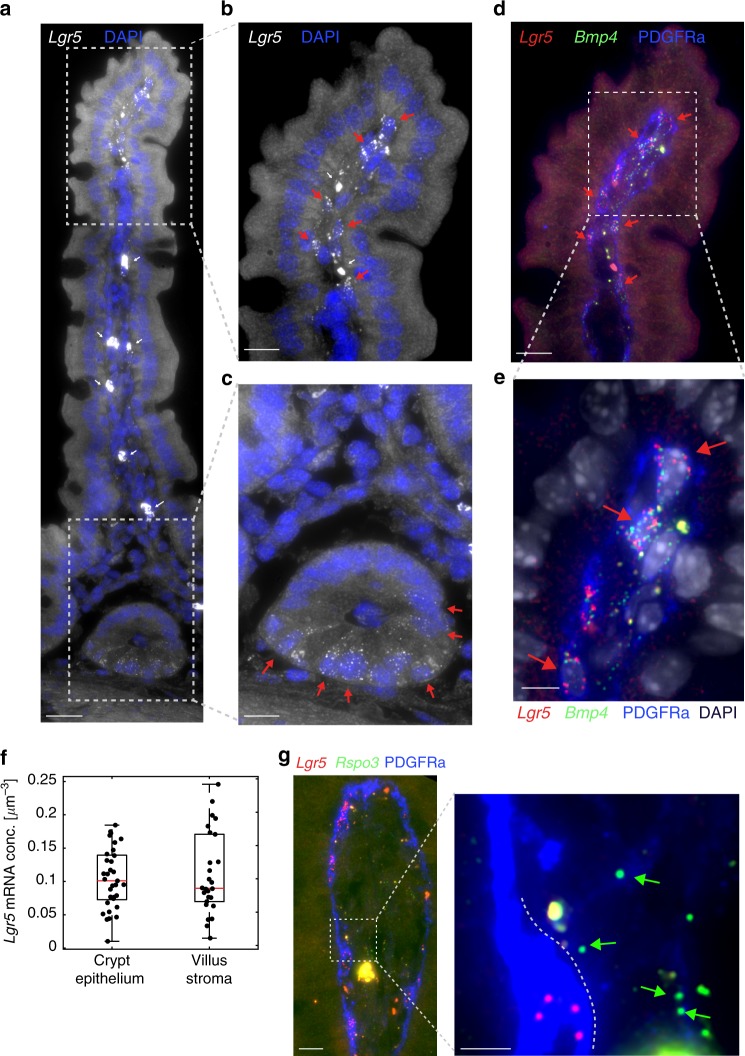
*Lgr5* is expressed abundantly in villus tip telocytes. **a** smFISH of *Lgr5*, DAPI in blue, Scale bar–20 µm. **b** Blow up of villus tip, Scale bar–10 µm. In a, b thin white arrows point at autofluorescent blobs. **c** blow up of crypt, Scale bar–10 µm. Red arrows in **b**–**c** point to *Lgr5* positive cells. **d** *Lgr5* mRNA (red dots) expressed in PDGFRa+ VTTs that co-express *Bmp4* mRNA (green dots). Scale bar–10 µm. Red arrows point to *Lgr5* and *Bmp4* double positive cells. **e** Blow up of the region boxed in **d**. Scale bar–5 µm. **f** *Lgr5* mRNA concentrations in VTTs are comparable to those in *Lgr5*+ crypt base columnar cells (*n* = 25 cells examined over 2 mice for each region). Boxes show 25–75 percentiles of the smFISH expression, horizontal red lines are medians. Whiskers, extend to the most extreme data point within 1.5× the interquartile range (IQR) from the box; **g**) *Rspo3* mRNAs are localized on telopodes that extend away from the cell bodies of the VTTs. VTTs are marked by *Lgr5* mRNA (red dots), *Rspo3* mRNA (green dots) is localized away from the cell body, PDGFRa antibody mark VTTs cell bodies and telopodes. Scale bar–10 µm, in inset, green arrows point to *Rspo3* mRNAs (green dots) localized on PDGFRa telopodes (blue). Telocyte cell body is marked by white dashed line. inset Scale bar–5 µm.

The expression levels of *Lgr5* in the villus tip telocytes (VTTs) were comparable to the expression levels in the epithelial crypt base columnar stem cells (mean expression of 0.109 ± 0.012 mRNAs/µm^−3^ in tip telocytes vs. 0.104 ± 0.008 mRNAs/µm^−3^ in crypt stem cells, (Fig. 2f). VTTs expressed both *Lgr5* and its ligand *Rspo3*^24^ (Fig. 2g). Notably, mRNAs of *Rspo3* were localized along telopodes– thin PDGFRa+ extensions of the telocytes that extended towards the lamina propria and away from the cell body, where *Lgr5* mRNAs were localized (Fig. 2g).

Several mouse models have been developed to investigate intestinal *Lgr5*+ crypt epithelial stem cells. These include models for ablating *Lgr5* cells^25^ and for tracing their progenies^2^. We asked whether the knock-in constructs in these mice were also expressed in *Lgr5*+ VTTs. Indeed, VTTs were clearly seen in *Lgr5–GFP-DTR* mice^25^ (Fig. 3a, b) and *Lgr5-EGFP-Ires-CreERT2* mice^2^ (Fig. 3c, d). All GFP+ stromal cells had *Lgr5* mRNA in the *Lgr5–GFP-DTR* mice (60 out of 60 cells counted over 10 villi from 2 mice) and no *Lgr5*+ cells at the villus tip stroma lacked GFP. The proportions of *Lgr5*+ VTTs positive for the EGFP knock-in in the *Lgr5-EGFP-Ires-CreERT2* mice were lower than the proportion of EGFP+ crypts (13% ± 3% vs. 35% ± 6%, counted over 22 villi in two mice), indicating a partial silencing of this knock-in reporter in the mesenchymal lineage in this mouse model. In summary, Lgr5 specifically labels telocytes localized at the villus tip, in addition to its documented role as a marker of epithelial crypt stem cells.

**Fig. 3:**
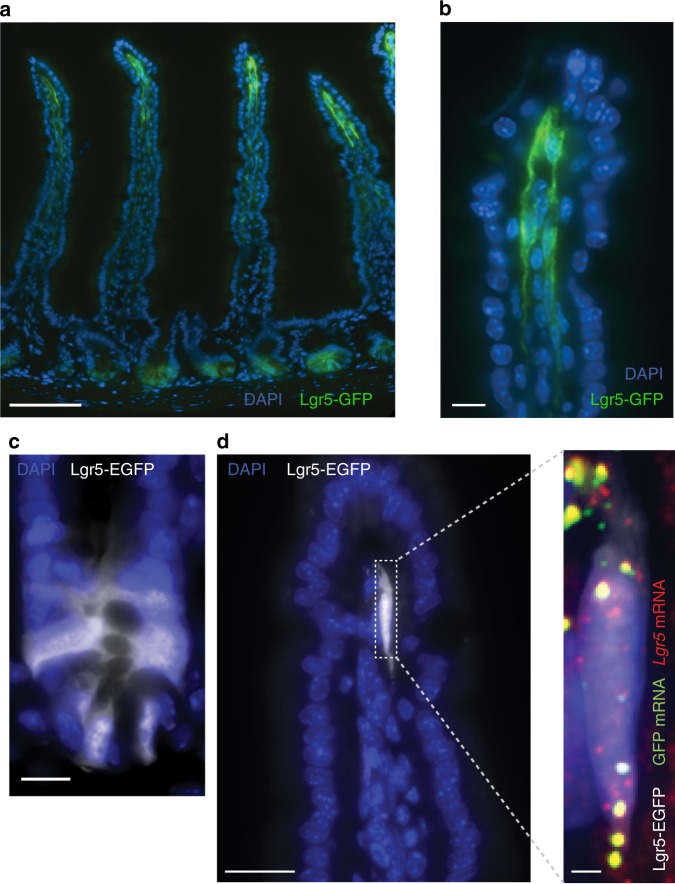
*Lgr5* expression at the villus tip of Lgr5-knock-in mouse models. **a** GFP fluorescence (green) observed in both crypt base columnar cells (CBCs) and VTTs in *Lgr5–GFP-DTR* mice. Scale bar–100 µm. **b** blow up of villus tip with GFP+ VTTs, scale bar–10 µm. **c** EGFP fluorescence of crypt base columnar cells in *Lgr5-EGFP-IRES-creERT2* mice. Scale bar–10 µm. **d** EGFP fluorescence in VTTs. The Lgr5-EGFP knock-in construct is expressed in a patchy manner in the villus tip stroma. Scale bar–20 µm. Blow up shows *Lgr5* mRNAs in red, EGFP mRNA in green and DAPI in blue. Scale bar–2 µm. Yellow blobs are autofluorescent elements.

### Single cell transcriptomics of villus mesenchymal cells

We next sought to obtain the global gene expression signatures of Lgr5+ VTTs and of other intestinal mesenchymal cell populations. LCMseq provides a spatial map of gene expression along the crypt villus axis, however each zone represents a mixture of diverse cell types, including mesenchymal cells, endothelial cells, immune cells^26^ and enteric neurons^27^. Unraveling the cellular origins of the zonated transcripts requires single cell transcriptomics. Extracting telocytes is challenging due to their long thin extensions and their entrenchment within the ECM. PDGFRa was previously shown to be expressed in telocytes throughout the crypt-villus axis^9^. We therefore used fluorescence activated cell sorting to enrich for PDGFRa+ cells that included the intestinal telocytes, as well as other mesenchymal cell types (Supplementary Fig. 2). We performed single cell RNA sequencing on these cells using the MARS-seq protocol^28^. 

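The deposited table holds unnormalized UMI counts, made by the authors from MARS-seq libraries, for 21058 genes in 12698 wells. Wells of 35 plates from 8 mice, 12346 in all, could be assigned to a sample, and 352 wells of a plate that matches no sample were not used. The labels name 9 sorting gates, with PDGFRa singlets on 17 of the plates, so the plates were not limited to PDGFRa+ cells. Total UMIs per plate ranged from 2 to 722069 with a median of 128821. Cells with 400 to 8000 UMIs and at least 250 genes were kept, as in the paper's methods, which left 2347 cells with a median of 1359 UMIs and 560 genes. Of the wells, 8822 had fewer than 400 UMIs and 75 had more than 8000. The paper subtracts the mean of 4 empty wells per plate, which the files do not identify, so no background was subtracted. No doublet caller was run, and of the cells later found in clusters with *Pdgfra*, 86 came from gates labelled as doublets. Cells were clustered with Seurat after the settings of the methods, first all cells (11 components, resolution 2) and then the cells of the *Pdgfra* clusters (5 components, resolution 0.7). In the second step, 26 genes that the text makes statements about were held out of the genes used for clustering, so that they did not set the classes themselves. Genes that vary with them could still have done so, so their comparison is not fully independent of the clustering. UMIs were then summed per mouse and cell class, because cells of 1 mouse are not independent replicates.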

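The first clustering gave 20 clusters. A cluster was named where the share of its cells with a marker and the mean level of the markers picked the same list of epithelial, immune, mesenchymal or endothelial genes. By this rule 1637 of 2347 cells (69.7%) were epithelial-like, 200 (8.52%) immune-like and 336 (14.3%) mesenchymal-like, and a cluster of 174 cells (7.41%) stayed unnamed, because the share of cells picked the epithelial list (a marker in 90.8% of its cells) and the mean level the endothelial list (a marker in 6.32%). *Pdgfra* had a UMI in 126 of the mesenchymal-like cells (37.5%), in 3 of the epithelial-like cells (0.183%) and in 0 of the 200 immune-like cells, which allows a share of up to 1.5%. Median depth was 1568 UMIs in epithelial-like, 666.5 in immune-like and 1021 in mesenchymal-like cells. Among the 1424 cells from PDGFRa singlets, 868 were epithelial-like, 199 immune-like and 233 mesenchymal-like.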

Although we enriched for PDGFRa+ cells, our scRNAseq map included predominantly epithelial cells and immune cells, most likely obtained due to the attachment of PDGFRa+ telopode fragments during the dissociation processes. Importantly, our extraction also yielded 329 pure mesenchymal cells (Fig. 4a–c, Methods).

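Here 4 of the 20 clusters had a *Pdgfra* average above 1e-04 of UMIs, the limit given in the methods, and held 336 cells, 14.3% of those kept (95% exact binomial interval 12.9% to 15.8%, counting error only). They came from 17 plates, of which a single one gave 169 cells. With the limits lowered to 200 UMIs and 100 genes, 3486 cells were kept and 442 fell in such clusters.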

**Fig. 4:**
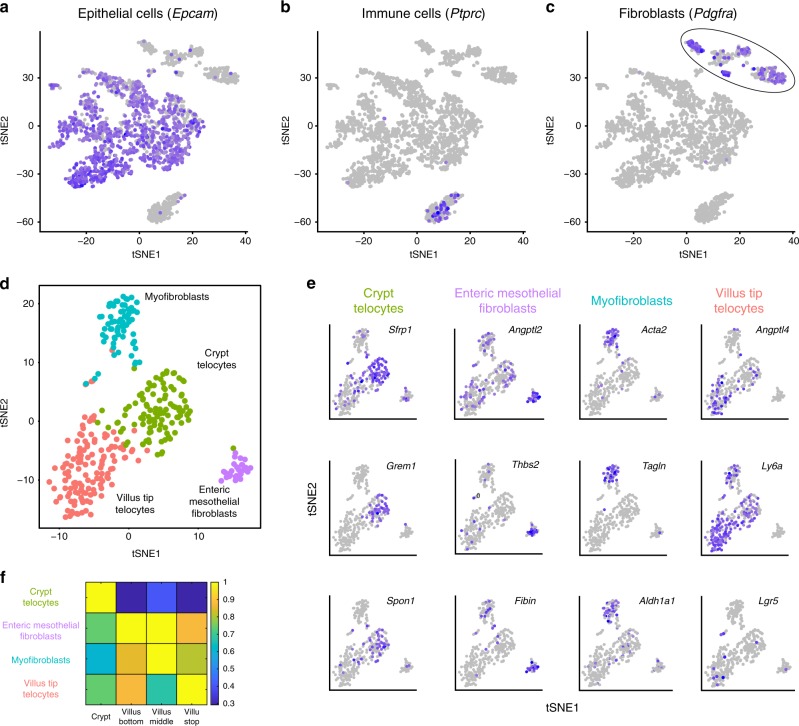
Single cell transcriptomics of the intestinal stroma identifies four spatially-stratified mesenchymal cell populations. **a**–**c** tSNE plots of sequenced single cells highlighting the expression of Epcam, an epithelial marker (**a**), *Ptprc*, encoding CD45, a pan-immune marker (**b**) and *Pdgfra* (**c**) a mesenchymal marker. Purple hue indicates log expression levels. **d** tSNE plot of the Pdgfra+ cells from the cluster circled in **c**. Colors denote the identified four clusters, obtained by re-clustering the Pdgfra+ cluster cells in **c**. **e** tSNE plots colored by selected markers for the four mesenchymal cell clusters (see Supplementary Fig. 3 and Supplementary data 4 for the complete list of markers). *Lgr5* is significantly enriched in the Villus Tip Telocytes (7 out of 10 Lgr5+ cells belong to the VTT cluster, hypergeometric *p* = 0.0121). **f** Summed expression of the top markers for each mesenchymal cell cluster in the LCMseq data, normalized by the maximum across zones (Methods).

We focused on the mesenchymal cell clusters that were positive for PDGFRa. Reclustering these 329 cells yielded four distinct mesenchymal cell populations (Fig. 4d–e, Supplementary data 3). 

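The second clustering also gave 4 clusters, each named from marker lists taken from Supplementary Data 4 without the held-out genes, so names are rebuilt and need not match the paper's cell by cell. They held 124 villus tip telocyte-like, 117 crypt telocyte-like, 67 myofibroblast-like and 28 enteric mesothelial fibroblast-like cells. Of the villus tip telocyte-like cells 98 came from mouse C, 19 from mouse B, 5 from mouse G and 2 from mouse A. Crypt telocyte-like cells numbered 73 in mouse C, 31 in mouse B, 11 in mouse A and 2 in mouse D. Mouse B gave 61 of the 67 myofibroblast-like cells, and mouse C gave 21 of the 28 enteric mesothelial fibroblast-like cells. At a resolution of 1, a cluster of 20 cells stayed unnamed and the crypt telocyte-like class held 98 cells.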

We used Seurat^29^ to identify distinct gene expression markers for each of the four cell populations (Fig. 4e, Supplementary Fig. 3, Supplementary data 4). To identify potential zonation of these mesenchymal cell types we used our LCMseq map (Supplementary data 1) to examine the expression of the marker genes from each cluster (Fig. 4f, Methods). Using the marker gene identities and their spatial patterns, we annotated the clusters as crypt telocytes, enteric mesothelial fibroblasts, myofibroblasts and villus tip telocytes (VTTs). 

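Marker sets were rebuilt from these clusters by the rule of the methods, and the LCM values of their genes were summed per mouse. The villus tip telocyte-like set, 13 of whose 19 genes had LCM values, summed to 612 ± 367 ppm in the crypt (SD, n = 3 mice), 534 ± 197 at the villus bottom, 604 ± 236 at the villus center and 474 ± 348 at the villus tip (SD, n = 5 each). The crypt telocyte-like set of 9 genes summed to 8034 ± 9574 in the crypt (SD, n = 3) and 7668 ± 9759 at the villus tip (SD, n = 5). At the villus tip this sum ran from 67.8 in mouse 4 to 24174 in mouse 1. Those mice had the lowest share of removed enterocyte genes there, 4.97%, and the highest, 44.7% and 36.3% in its sections. The sum may therefore not follow crypt telocytes. For the myofibroblast-like set the highest sum was at the villus bottom, 2012 ± 604 (SD, n = 5), and the lowest at the villus tip, 965 ± 680 (SD, n = 5). The enteric mesothelial fibroblast-like set reached 502 ± 812 at the villus center (SD, n = 5), where mouse 4 alone had 1938, and 95.5 ± 18.0 at the villus tip (SD, n = 5). Log2 ratios of villus tip over crypt were -0.37, -0.07, -0.32 and -0.48 for the villus tip telocyte-like, crypt telocyte-like, myofibroblast-like and enteric mesothelial fibroblast-like sets, and none was told from chance (two-sided exact permutation test, unpaired, p = 0.607, 0.982, 0.625 and 0.232). With the paper's own marker genes from Supplementary Data 4, of which 16, 20, 16 and 17 had LCM values, the log2 ratios were -0.62, -0.95, -0.84 and -0.50 in the same order. From the identity of the marker genes and their pattern over the LCM zones, the paper reasons which zone each population occupies and names it accordingly.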

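A UMI of *Lgr5* was found in 6 of the 124 villus tip telocyte-like cells (4.84%, 95% exact binomial interval 1.80% to 10.2%), 3 of the 117 crypt telocyte-like cells (2.56%, 0.532% to 7.31%) and 1 of the 28 enteric mesothelial fibroblast-like cells (3.57%, 0.0904% to 18.3%). It was found in 0 of the 67 myofibroblast-like cells, which allows a share of up to 4.48% by the limit of 3 cells and of 5.36% by the exact binomial interval. These intervals overlap, so a difference between the classes was not detectable at this number of cells. The *Lgr5*+ cells among the villus tip telocyte-like cells came from 2 mice, 5 of them from mouse C. Median depth was 1218 UMIs in villus tip telocyte-like, 1066 in crypt telocyte-like, 741 in myofibroblast-like and 864.5 in enteric mesothelial fibroblast-like cells. Thinned to 400 UMIs per cell, the expected shares were 1.32%, 0.591%, 0% and 0.532%. For comparison, 0 of the 200 immune-like cells had an *Lgr5* UMI, and 49 of the 1637 epithelial-like cells (2.99%) did.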

10 cells out of the 329 mesenchymal cells were *Lgr5*+, 7 of which were in the VTT cell population (Fig. 4e, hypergeometric *p* = 0.0121). The remaining 3 *Lgr5*+ cells in our scRNAseq data were interspersed with 1 cell in each of the remaining three cell populations.

We used smFISH to validate the spatial patterns of expression of the cell type markers revealed by the scRNAseq measurements. *Grem1* and *Sfrp1* expression was elevated in telocytes at the bottom of the crypts (Supplementary Fig. 4a, c). *Ly6a* and *Angptl4* expression was elevated in VTTs (Supplementary Fig. 4b, c). 

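*Bmp2* had 8 UMIs in 6 of the 117 crypt telocyte-like cells and 0 UMIs in the 124 villus tip telocyte-like cells, which allows up to 2.42% of these cells with a UMI. *Bmp4* had 36 UMIs in 26 crypt telocyte-like cells (22.2%) and 5 UMIs in 5 villus tip telocyte-like cells (4.03%). Per 1e5 UMIs and averaged over mice, *Bmp4* stood at 27.3 ± 6.16 in crypt telocyte-like cells and at 2.27 ± 2.31 in villus tip telocyte-like cells (SD, n = 3 mice each), and among these sums, of mice with at least 5 cells in the class, each crypt telocyte-like value was above each villus tip telocyte-like value. The highest *Bmp4* mean was in myofibroblast-like cells, at 40.1 ± 32.7 (SD, n = 2 mice), and rests on mouse B, at 63.2, since mouse C had 17.0, from 2 UMIs, below the 22.5 of its crypt telocyte-like cells. In the LCM samples, *Bmp2* (chromosome 2, 133552159 to 133562885) had means of 55.8 ± 70.8 ppm in the crypt (SD, n = 3 mice), 7.76 ± 8.29 at the villus bottom, 2.47 ± 2.95 at the villus center and 21.8 ± 35.3 at the villus tip (SD, n = 5 each). Its log2 fold change of villus tip over crypt was -1.64 (95% interval -4.25 to 0.98), no larger than differences between mice can give (two-sided exact permutation test, p = 0.339), and the villus tip was the higher zone in 0 of 3 mice. The villus tip mean of *Bmp2* held 1 mouse at 84.2, and the median there was 6.17.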

Notably, although the scRNAseq data suggested higher levels of Bmp2 and Bmp4 ligands in crypt telocytes, our smFISH measurements showed significantly higher levels of *Bmp2* and *Bmp4* in VTTs, in line with the LCM measurements (Fig. 1c, Supplementary Fig. 4c). This inconsistency might stem from the low capture rate of VTT transcripts. Enteric mesothelial fibroblasts^27^ were marked by *Thbs2*, *Fibin* and *Rgs5*, as well as *Angptl2*, a gene previously shown to inhibit Bmp^30^. These were interspersed throughout the crypt-villus axis and were localized at the core of the villus, away from the epithelial layer (Supplementary Fig. 4d), as were myofibroblasts, marked by *Acta2*, *Tagln* and *Aldh1a1* (Fig. 4e).

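All of these genes were among those held out of the clustering. In the 28 enteric mesothelial fibroblast-like cells, *Thbs2* had a UMI in 57.1% of cells, *Fibin* in 57.1%, *Rgs5* in 67.9% and *Angptl2* in 78.6%. Per 1e5 UMIs, the means over mice B and C were 147 ± 89.5, 201 ± 73.0, 260 ± 84.2 and 307 ± 30.4 in the same order (SD, n = 2 mice). Among the other classes, the highest mean was 7.28 for *Thbs2*, in villus tip telocyte-like cells, and 9.65 for *Fibin*, in myofibroblast-like cells. For *Rgs5* it was 53.4 ± 45.5 and for *Angptl2* 30.2 ± 18.8, both in crypt telocyte-like cells (SD, n = 3 mice). With 2 mice in a class no test was made.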

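*Acta2* had a UMI in 52.2% of the 67 myofibroblast-like cells, *Tagln* in 40.3% and *Aldh1a1* in 46.3%. Per 1e5 UMIs these were means of 214 ± 69.4, 63.9 ± 6.37 and 102 ± 71.9 (SD, n = 2 mice). The next highest class was enteric mesothelial fibroblast-like for each gene, with 52.3 ± 44.9, 10.3 ± 14.5 and 36.2 ± 43.9 (SD, n = 2 mice). For *Aldh1a1* the ranges of the mice overlapped between the 2 classes, 50.9 to 153 against 5.14 to 67.2. Within each mouse the myofibroblast-like value was the higher one, 153 against 67.2 in mouse B and 50.9 against 5.14 in mouse C.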

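*Col3a1* had a UMI in 96.8% of villus tip telocyte-like and 90.6% of crypt telocyte-like cells, *Col1a1* in 77.4% and 85.5%, and *Timp2* in 77.4% and 54.7%. The lowest shares over the 4 classes were 53.6% for *Col3a1* and 28.6% for *Timp2*, in enteric mesothelial fibroblast-like cells, and 64.2% for *Col1a1*, in myofibroblast-like cells. Per 1e5 UMIs and over mice, *Col3a1* had means of 578 ± 72.4 in villus tip telocyte-like and 889 ± 159 in crypt telocyte-like cells (SD, n = 3 mice each), against 380 ± 63.1 and 192 ± 61.1 in myofibroblast-like and enteric mesothelial fibroblast-like cells (SD, n = 2 mice each). *Col1a1* had 205 ± 178 and 608 ± 248 in the telocyte-like classes (SD, n = 3 mice each), and 190 ± 16.6 and 190 ± 102 in the other classes (SD, n = 2 mice each). *Timp2* had 183 ± 56.2 in villus tip telocyte-like and 87.5 ± 69.7 in crypt telocyte-like cells (SD, n = 3 mice each), and 68.2 ± 0.373 in myofibroblast-like and 79.4 ± 54.2 in enteric mesothelial fibroblast-like cells (SD, n = 2 mice each).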

VTTs, as well as crypt telocytes, expressed high levels of ECM components such as *Col3a1*, *Col1a1,* and *Timp2* (Supplementary data 3). 

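Sums of UMIs were compared between villus tip telocyte-like cells of mice B, C and G and crypt telocyte-like cells of mice A, B and C, with between 3988 and 137291 UMIs per sum. Of 485 genes tested with edgeR's quasi-likelihood test, 9 were higher and 17 lower in villus tip telocyte-like cells at an adjusted p of 0.05. Among the 425 tested genes that had not been used for clustering, 5 were higher and 8 lower, and 7 passed 0.05 when adjusted over these genes only. The largest move came with no filter on low counts, where 12979 genes were tested and 1 passed. DESeq2 called 11, and leaving out mouse B left 5. *Mfap5* (chromosome 6, 122505845 to 122529290) was higher by 1.70 on the log2 scale (standard error 0.49, adjusted p = 0.0263 from edgeR), and with the mouse as a block its adjusted p was 0.00461. In the 2 mice with both classes it was 134 per 1e5 UMIs in villus tip telocyte-like against 24.9 in crypt telocyte-like cells (mouse B) and 117 against 41.2 (mouse C). The values of all sums overlapped through mouse G alone, with 0 UMIs of the gene in 5 cells (two-sided exact permutation test, unpaired, p = 0.6, where 3 sums against 3 allow a smallest p of 0.1). The adjusted p of *Mfap5* was 0.112 without mouse A in edgeR and 0.999 in DESeq2, and ranged from 0.00272 to 0.999 over the alternatives. *Fbn1* (chromosome 2, 125300594 to 125507993) was higher by 0.76 (standard error 0.38, adjusted p = 0.356 from edgeR). *Emilin2* (chromosome 17, 71252172 to 71311978), which lay below the filter of the test, had 47 UMIs in 27 villus tip telocyte-like cells (21.8%) and 7 UMIs in 5 crypt telocyte-like cells (4.27%). *Angptl4*, also below that filter, had 79 UMIs in 36 villus tip telocyte-like cells (29.0%) and 15 UMIs in 10 crypt telocyte-like cells (8.55%). Other held-out genes past the threshold were *Ly6a*, higher by 1.18 (adjusted p = 0.0328 from edgeR), and *Grem1*, *Sfrp1*, *Spon1* and *Col1a1*, with log2 fold changes of -4.23, -3.02, -3.04 and -1.42 (adjusted p = 4.4e-05, 6.4e-07, 0.0335 and 0.0266 from edgeR). With the mouse as a block, 30 genes passed, 21 of them among the 26 above, while *Spon1*, *Ly6a* and *Col1a1* did not (adjusted p = 0.202, 0.0571 and 0.0928 from edgeR). Among the genes not used for clustering that passed 0.05 and changed in the same direction in both mice with both classes, those with the largest changes, apart from the genes above, were *Penk*, *S100a10* and *Fstl1*, higher by 2.54, 1.56 and 1.48, and *Tgm2* and *Fam198b*, with -3.50 and -2.97. 

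**Figure D3:**
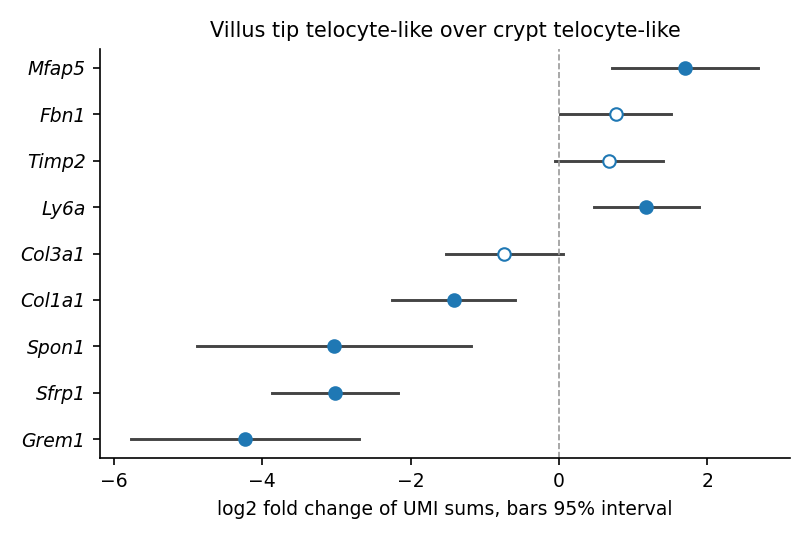
Log2 fold change of UMI sums in villus tip telocyte-like over crypt telocyte-like cells, 3 sums of 1 mouse each per class, for genes named in the text, held out of the clustering and past the filter of the test. Bars are 95% intervals and filled points have an adjusted p under 0.05 in edgeR. The intervals of Col3a1 and Timp2 include 0, and that of Fbn1 starts at 0.01.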

VTTs expressed elevated levels of genes encoding microfibrillar proteins such as *Mfap5*, *Emilin2,* and *Fbn1* (Fig. 5a, Supplementary Fig. 3, Supplementary data 3). 

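*Wnt5a* (chromosome 14, 28504750 to 28527448) had 24 UMIs in 17 of the 124 villus tip telocyte-like cells (13.7%) and 5 UMIs in 4 of the 117 crypt telocyte-like cells (3.42%). Of the 24 UMIs, 23 came from mouse C, where the level was 16.8 per 1e5 UMIs (95% Poisson interval 10.6 to 25.1) against 4.90 (1.59 to 11.4) in its crypt telocyte-like cells. Mouse B gave 1 UMI among the villus tip telocyte-like and 0 among the crypt telocyte-like cells, and the intervals cover counting error only. The gene lay below the filter of the test between the sums. Myofibroblast-like cells had the highest *Wnt5a* level, 25 UMIs in 12 of 67 cells (17.9%) and 28.7 ± 16.5 per 1e5 UMIs over mice (SD, n = 2), with 40.4 in mouse B and, from 2 UMIs, 17.0 in mouse C. *Wnt2b* had 3 UMIs in 3 crypt telocyte-like cells (2.56%) and 0 in the 124 villus tip telocyte-like cells, which allows a share of up to 2.42%, and *Rspo3* had 5 UMIs in 3 crypt telocyte-like cells (2.56%) and 2 UMIs in 2 villus tip telocyte-like cells (1.61%), so a difference was not detectable at this depth for either gene.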

Differential gene expression between crypt telocytes and VTTs further revealed elevated levels of the non-canonical Wnt ligand *Wnt5a* in VTTs (Fig. 5a,b), suggesting that VTTs implement a switch from canonical to non-canonical Wnt signaling^31,32^. Indeed, we observed broad expression of *Axin2*, a transcriptional target of canonical Wnt signaling, along the villi epithelial cells, with a decrease at the villus tip (Fig. 5c), the zone of stromal *Wnt5a* expression.

**Fig. 5:**
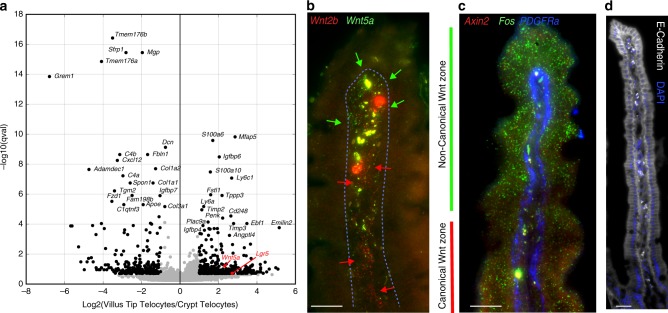
VTTs implement a spatial switch from canonical to non-canonical Wnt signaling. **a** Volcano plot demonstrating differential gene expression between VTTs and crypt telocytes. Black dots have *q*-values < 0.2 and expression fold change larger than 2 or smaller than ½. *Wnt5a* and *Lgr5* are marked in red. **b** Spatial shift in the stroma from the expression of canonical Wnt2b (red dots, marked by red arrows) to non-canonical Wnt5a (green dots, marked by green arrows). Scale bar–20 µm. **c** *Axin2* (red dots) is expressed broadly along the villus axis and repressed at the villus tip. Fos (green dots) is highly expressed in villus tip enterocytes. scale bar–20 µm. **d** E-Cadherin protein (gray), encoded by *Cdh1* gene, is induced in villus tip enterocytes. Large blobs in **b**–**d** are autofluorescent signals originating in immune cells. scale bar–30 µm.

### VTT ablation perturbs villus tip epithelial gene expression

Enterocytes undergo profound gene expression changes as they approach the villus tip, a few hours before they are shed off into the lumen^4^. The villus tip enterocyte expression program includes induction of the adherens junction protein E-cadherin (Fig. 5d), the AP-1 transcription factor components *Fos* (Fig. 5c) and *Jun*, the transcription factor *Klf4* and the immune-modulatory purine-metabolism program consisting of *Ada*, *Nt5e,* and *Slc28a2*^4^. To assess the role of VTTs in regulating enterocyte zonation at the tip, we ablated *Lgr5* cells using the *Lgr5–GFP-DTR* mouse model^25^, in which *Lgr5*+ cells express diphtheria toxin (DT) receptor and GFP. In this mouse model, 100% of *Lgr5*+ VTTs were positive for GFP (60 out of 60 cells counted over 10 villi from 2 mice, Fig. 3a, b, Fig. 6a, Supplementary Fig. 5a). 24 h after DT administration, *Lgr5*+ VTTs were completely ablated, as were the crypt *Lgr5*+ stem cells (Fig. 6b). As previously shown, *Lgr5* expression re-appeared in the crypt bottom 48 h after ablation^25^, yet not at the villus tip, as evident by the complete loss of GFP signal (Fig. 6c) and Lgr5 mRNA (Supplementary Fig. 5).

**Fig. 6:**
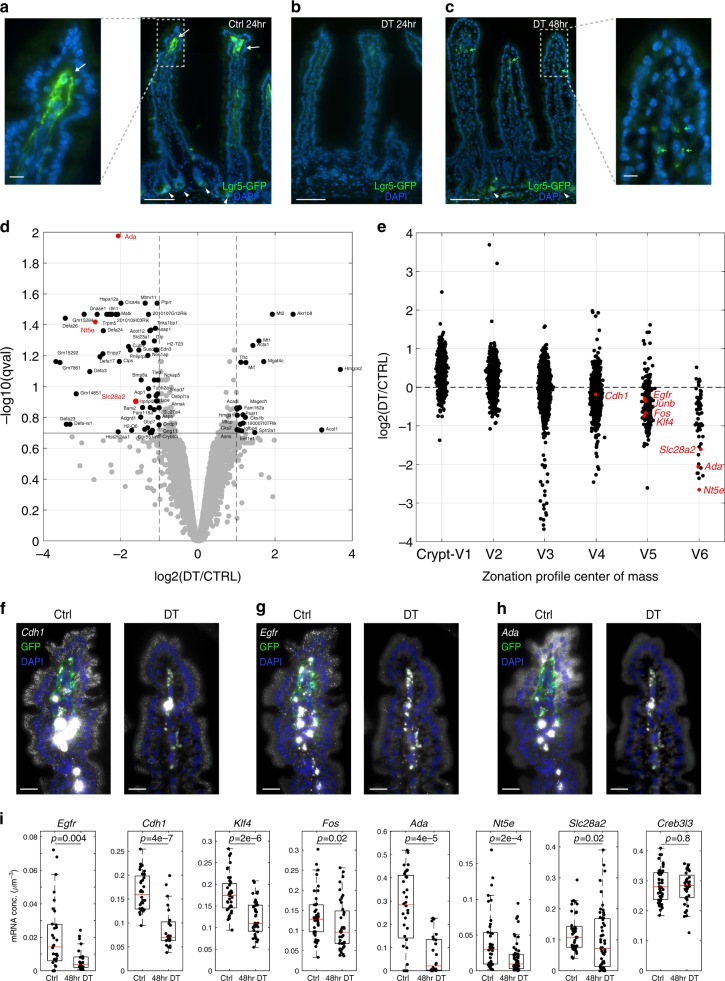
VTT ablation perturbs enterocyte expression at the villus tip. **a** GFP fluorescence (green) observed in both crypt base columnar cells (CBCs, white arrowheads) and VTTs in *Lgr5–GFP-DTR* mice. Inset on left shows a blow up of villus tip with GFP + VTTs (white arrow). **b** Both VTTs and CBCs are ablated 24 h after DT administration, as evident by the lack of GFP fluorescence. **c** GFP fluorescence re-appears in the crypt (white arrowheads) but not at the villus tip stroma 48 h after DT administration, indicating stable loss of VTTs. Inset on right shows a blow up of villus tip with no GFP+ VTTs. Green blobs are autofluorescent elements, also marked by green arrows. Scale bar in **a**–**c** −100 µm, insets scale bar–10 µm. **d** Volcano plot demonstrating the changes in enterocyte gene expression 48 h following VTT ablation. Enterocyte villus tip genes that are reduced include *Ada*, *Nt5e*, and *Slc28a2* (red), composing the purine metabolism immune-modullatory tip module^4^. Black genes have q-values lower than 0.2 and max expression higher than 5 × 10^−6^ (Methods). **e** Enterocyte genes normally induced at the villus tip are reduced in expression 48 h following VTT ablation. Correlation between change in expression and expression zone—*R* = −0.53, *p* < 10^−60^. Enterocytes were classified into six villus zones as in Moor et al.^4^. **f**–**h** smFISH validations of enterocyte villus tip genes that are changed 48 h following VTT ablation—in each panel Ctrl-left, DT-right. **f** *Cdh1*. **g** *Egfr*. **h** *Ada*. Scale bar in **f**–**h** −20 µm. **i** Quantification of smFISH experiments, demonstrating that key epithelial villus tip genes are repressed 48 h after VTT ablation (*Egfr, Cdh1, Klf4, Fos, Ada, Nt5e, Slc28a2 p*-values are indicated), whereas others remain unchanged (Creb3l3), *p*-values were calculated by two-sided Wilcoxon rank sum test. *n* = 30 cells examined over 2 mice. Boxes show 25–75 percentiles of the smFISH expression, horizontal red lines are medians, whiskers extend to the most extreme data point within 1.5× the interquartile range (IQR) from the box.

Ablation of *Lgr5*+ crypt base columnar cells has been shown to initiate a regenerative program in the remaining crypt cells^33^. Importantly, migration of epithelial cells from the crypt to the villus tip takes 3–5 days^1,3^. We therefore argued that at short times following ablation of *Lgr5*+ cells, reduction in the expression of genes normally confined to the villus tip epithelium would be a result of loss of signals from the *Lgr5*+ VTTs, rather than incoming enterocytes, the state of which was perturbed in the crypt. To obtain a global view of the impact of VTTs on villus tip enterocyte gene expression, we therefore performed RNA sequencing of the epithelial layer 48 h after DT administration (Supplementary data 5, Fig. 6d, e, Methods). 

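Epithelium was collected 48 h after an injection of 50 µg/kg DT (diphtheria toxin, 4 mice) or of vehicle (mock, 4 mice), and the authors deposited UMI counts per gene without normalization. *Lgr5*, the gene that carries the toxin receptor, had 62, 52, 47 and 90 UMIs in mock replicates 1 to 4 and 56, 67, 24 and 30 in DT replicates 1 to 4. Normalized by edgeR's TMM method, these were 39.4 ± 28.9 UMIs per 1e6 in mock and 24.8 ± 18.8 in DT (SD, n = 4 mice each). The log2 fold change of DT over mock was -0.75 (standard error 0.32, adjusted p = 0.258 from edgeR), with -0.58 in batch a and -0.83 in batch b. The samples held between 748458 and 4210158 UMIs on 17399 listed genes. Supplementary Data 5 gives batches, replicates 1 and 2 of each group in batch a and replicates 3 and 4 in batch b, and the first principal component, with 64.8% of the variance, separated the batches. Batch was therefore a term of the edgeR fit, along with the filter (above 1e-05 of the UMIs in at least 2 samples) and the robust option that the methods name. Of 8986 genes tested with edgeR's quasi-likelihood test, 65 had risen and 149 had fallen at an adjusted p of 0.2, and 2 had risen and 30 had fallen at 0.05. The log2 fold changes matched those of Supplementary Data 6 to within 4.9e-06 in 1995 genes tested here, out of the 1998 leading rows of that table that were used. With the replicate numbers as a block, 70 genes passed 0.2 and 3 passed 0.05, and without a batch term 3 and 1 did. The count at 0.05 rose furthest with no filter on low counts, to 635 genes (1518 at 0.2), and that at 0.2 with the replicate numbers crossed in batch a, a block chosen after the data were seen, to 1584 (80 at 0.05). Batch a alone gave 0 genes in edgeR at either threshold, with 721 genes at an unadjusted p under 0.05, and batch b alone gave 37 and 5. Among the genes with the largest changes past 0.05 and in the same direction in both batches were *Akr1b8* and *Mt2*, which rose by 2.47 and 1.93 on the log2 scale, and *Defa5*, *Defa26*, *Sh2d6* and *Dclk1*, with -3.80, -3.44, -3.31 and -3.21. *Defa5* and *Defa26* belong to a family of near-identical copies, and reads could have been split among its members.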

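Supplementary Data 2 gives an enterocyte zone from 1, the crypt, to 7, the villus tip, for 444 enterocyte ligands and receptors, of which 256 passed the filter. Across these genes, Spearman's rho between the log2 fold change of DT over mock and the zone was -0.467. Genes are not independent replicates, so a p was taken from the samples, by refitting over all 35 splits of the 8 mice into 4 and 4. A rho as far from 0 came from 3 of them (two-sided exact permutation test, p = 0.0857, where the smallest p is 0.0286). From mean differences within batches, rho was -0.382 in batch a and -0.400 in batch b. With each mouse left out in turn it lay between -0.531 and -0.360, and with no filter on low counts it was -0.292 over 438 genes. The median log2 fold change was 0.09 in zone 1 (76 genes), -0.13 in zone 2, -0.27 in zone 3, -0.29 in zone 4, -0.18 in zone 5, -0.39 in zone 6 and -0.37 in zone 7 (46 genes). In zone 7, 38 of 46 genes had a negative log2 fold change, against 23 of 76 in zone 1. 

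**Figure D4:**
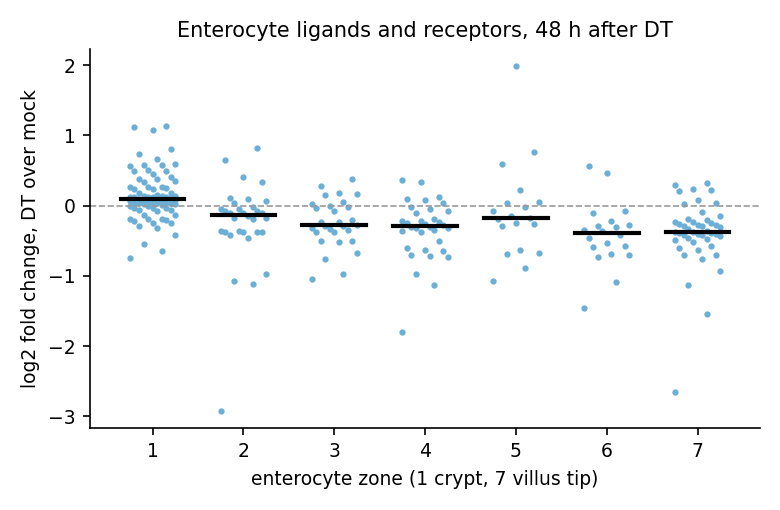
Log2 fold change of DT over mock at 48 h for 256 enterocyte ligands and receptors, by enterocyte zone from the crypt (1) to the villus tip (7). Each point is a gene and the line is the median of the zone, which is 0.09 in zone 1 and -0.37 in zone 7.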

We identified a significant repression in enterocyte genes that were normally zonated towards the tip (Spearman correlation of *R* = −0.53, *p* < 10^−60^ 48 h post ablation between expression change following ablation and expression zone, Fig. 6e, Supplementary data 6). Villus tip enterocyte genes that were strongly reduced in expression upon VTT ablation included the purine metabolism module genes *Slc28a2*, *Nt5e*, and *Ada* (Fig. 6d–i).

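*Ada* (chromosome 2 of GRCm38, 163726584 to 163750239) had 607 ± 29.5 UMIs per 1e6 in mock and 147 ± 44.6 in DT (SD, n = 4 mice each), a log2 fold change of -2.06 (standard error 0.24, adjusted p = 0.0106 from edgeR). *Nt5e* (chromosome 9, 88327197 to 88372092) had 67.7 ± 26.7 in mock and 10.7 ± 6.56 in DT (SD, n = 4 each), a log2 fold change of -2.66 (standard error 0.44, adjusted p = 0.0381 from edgeR). Every DT mouse was below every mock mouse for both genes (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow). *Slc28a2* (chromosome 2, 122426477 to 122461137) had 104 ± 28.4 in mock and 35.6 ± 24.7 in DT (SD, n = 4 each), a log2 fold change of -1.61 (standard error 0.37, adjusted p = 0.125 from edgeR). Its values overlapped by 1 pair of mice, 71.7 in DT replicate 3 of batch b and 71.3 in mock replicate 2 of batch a (two-sided exact permutation test, p = 0.0571). Within batches a and b the log2 fold changes were -2.44 and -1.74 for *Ada*, -2.89 and -2.58 for *Nt5e*, and -2.28 and -1.16 for *Slc28a2*. With each mouse left out in turn, the adjusted p in edgeR lay between 0.00298 and 0.0448 for *Ada*, 0.0196 and 0.168 for *Nt5e*, and 0.0391 and 0.360 for *Slc28a2*. With the replicate block the adjusted p of *Ada* was 0.0624 in edgeR, and over all alternatives, DESeq2 included, it ranged from 1.1e-13 to 0.445. Because enterocytes take days to migrate from the crypt to the villus tip, the paper reasons that a loss of villus tip genes 48 h after ablation reflects the loss of signals from VTTs and not a change in the incoming enterocytes. 

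**Figure D5:**
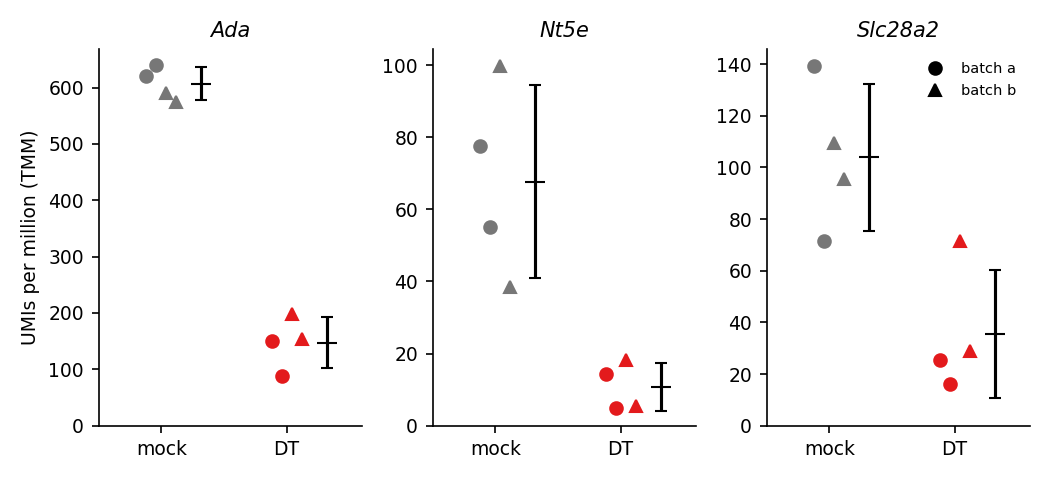
UMIs per 1e6 (TMM) of Ada, Nt5e and Slc28a2 in epithelium 48 h after mock or DT injection, 1 point per mouse, circles for batch a and triangles for batch b. Black bars are mean ± SD (n = 4). For Ada and Nt5e the points of the groups do not overlap.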

Additional prominent villus tip enterocyte genes include the transcription factors *Klf4* and *Fos*, *Cdh1*, encoding E-cadherin and *Egfr*^4^. These genes have a relatively high basal expression level either throughout the villi axis (*Cdh1*, *Klf4*, and *Fos*) or at the crypt (*Egfr*). Expression changes in enterocyte at the villus tip could thus be masked for such genes in bulk RNA sequencing (Fig. 6d). 

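In the whole epithelium, *Klf4* (chromosome 4, 55527143 to 55532466) had 213 ± 33.3 UMIs per 1e6 in mock and 132 ± 48.3 in DT (SD, n = 4 mice each), a log2 fold change of -0.75 (standard error 0.20, adjusted p = 0.190 from edgeR). *Fos* (chromosome 12, 85473890 to 85477273) had 259 ± 164 and 153 ± 65.0 (SD, n = 4 each), a log2 fold change of -0.67 (standard error 0.29, adjusted p = 0.277 from edgeR). *Jun* had a log2 fold change of -0.54 (adjusted p = 0.276 from edgeR). The 95% intervals of the batch-adjusted fit, not corrected for the number of genes, were -1.19 to -0.30 for *Klf4*, -1.31 to -0.02 for *Fos* and -1.06 to -0.02 for *Jun*. The log2 fold changes of *Cdh1* and *Egfr* were -0.19 (95% interval -0.63 to 0.26) and -0.29 (-0.83 to 0.24), with adjusted p of 0.646 and 0.539 in edgeR. *Egfr* had between 11 and 89 UMIs per sample, the lowest in DT replicate 1. *Creb3l3* had a log2 fold change of -0.26 (95% interval -0.78 to 0.26, adjusted p = 0.578 from edgeR), so its interval overlapped those of *Cdh1* and *Egfr*. With DESeq2 the adjusted p of *Klf4* was 0.0376, and over all alternatives it ranged from 0.0306 to 0.913. Within each batch both DT mice were below both mock mice for *Klf4*, with log2 fold changes of -0.53 in batch a and -0.96 in batch b. A permutation of all mice, which takes no account of batch, gave p = 0.0571 for *Klf4*, 0.314 for *Fos*, 0.200 for *Jun*, 0.429 for *Cdh1*, 0.229 for *Egfr* and 0.514 for *Creb3l3* (two-sided exact permutation test).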

To assess their expression changes, we therefore performed smFISH and measured expression specifically at the tip enterocytes, identifying a significant reduction of *Egfr*, *Cdh1*, *Klf4*, and *Fos*, in addition to *Ada*, *Nt5e* and *Slc28a2* (Fig. 6f–i). *Creb3l3*, an enterocyte gene that is elevated at the villi tip, did not exhibit changes in expression upon VTT ablation. Epithelial Axin2 expression did not change following VTT ablation (Supplementary data 5). These results demonstrate that VTTs are important regulators of the spatial expression programs of enterocytes at the villus tip, instructing the epithelial expression of key genes such as *Egfr*, *Cdh1*, *Klf4, Fos*, *Nt5e*, *Ada,* and *Slc28a2*.

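*Axin2* (chromosome 11, 108920349 to 108950783) had 43.0 ± 17.2 UMIs per 1e6 in mock and 50.8 ± 12.9 in DT (SD, n = 4 mice each), from 42 to 162 UMIs per sample. Its log2 fold change was 0.28 with a 95% interval of -0.24 to 0.80 (adjusted p = 0.550 from edgeR), so the data leave room for a rise of up to 0.80 or a drop of up to 0.24 on the log2 scale. The mean in mock included 68.4 in replicate 2. *Axin2* was 0.33 higher in DT in batch a and 0.23 higher in batch b.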

To assess the long-term consequences of VTT ablation we examined small intestinal tissue three weeks after VTT ablation. At this time point, VTTs re-appeared in 65% of the villi tips (Fig. 7, 46 GFP+ villi out of 71 villi, counted over 2 mice). Notably, the mRNA levels of the enterocyte villus tip genes *Ada*, *Nt5e*, *Egfr*, *Fos,* and *Klf4* remained significantly lower in the villi tips that lacked VTTs, compared to tips where VTTs reappeared (Fig. 7, mRNA conc. more than 2-fold higher in GFP+ vs. GFP− villi). In contrast, *Cdh1* and *Creb3l3* exhibited only a slight, yet statistically significant higher expression in the GFP+ villi (1.2 fold and 1.13 fold for *Cdh1* and *Creb3l3*, respectively, in GFP+ vs. GFP−). The correlation between VTT re-appearance and villus tip epithelial gene expression at this time point, when crypts have already returned to normal homeostatic state, further supports the instructive role of VTTs in regulating the enterocyte villus tip expression program.

**Fig. 7:**
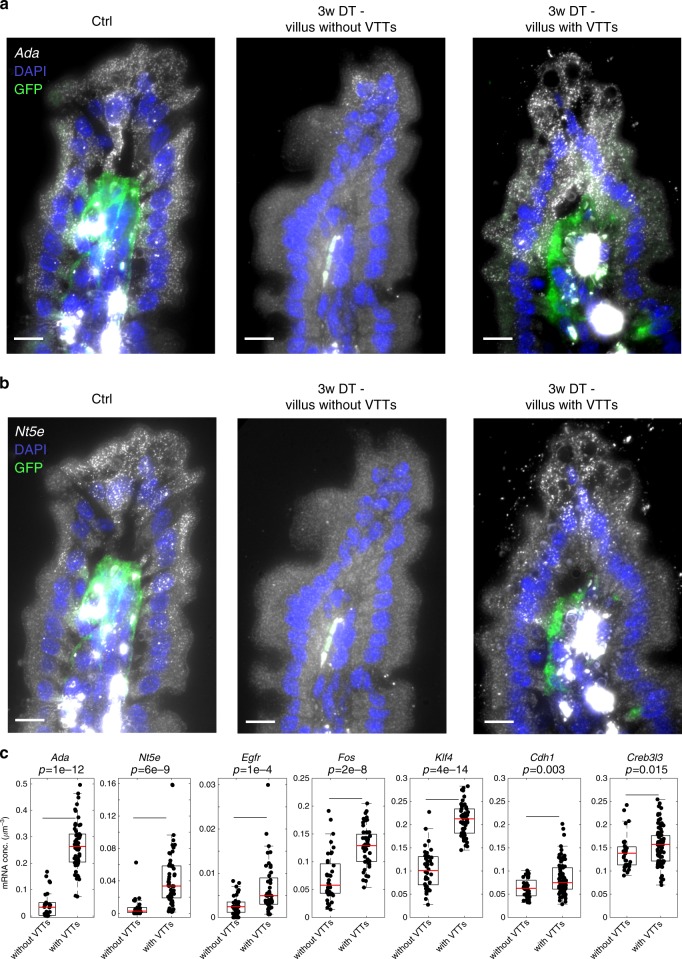
Analysis of the villus tip epithelial cells of *Lgr5–GFP-DTR* 3 weeks after VTT ablation shows correlation between the re-appearance of VTTs and the expression of enterocyte tip genes. **a** smFISH example of *Ada* showing higher expression in the villus tip with VTTs compared to villus tip without VTTs after 3 weeks. Scale bar 10 µm. **b** smFISH example of *Nt5e* showing higher expression in the villus tip with VTTs compared to villus tip without VTTs after 3 weeks. Scale bar 10 µm. **c** Quantification of expression differences between villi with VTTs and villi without VTTs. Measurements were performed over 15 villi per mouse for two mice. Indicated *p* values were calculated by two-sided Wilcoxon rank sum test. Boxes show 25–75 percentiles of the smFISH expression, horizontal red lines are medians, whiskers extend to the most extreme data point within 1.5× the interquartile range (IQR) from the box.

## Discussion

Our study exposed the spatial diversity of mesenchymal cells along the crypt-villus axis. We identified a cell population of *Lgr5*+ VTTs that form a highly localized niche for the villus tip epithelium, facilitating the massive transcriptional changes that enterocytes undergo before they are shed from the tissue^4^. VTTs are a source of Bmp ligands (Fig. 2d, e, Supplementary Fig. 4c, Supplementary data 1) and may implement a switch from canonical to non-canonical Wnt signaling, through the expression of the non-canonical Wnt ligand *Wnt5a* (Fig. 5b). Similar spatially antagonistic expression of stromal *Wnt5a* expression and canonical Wnt activity has been recently demonstrated in the mouse prostate^31^. This switch may be important for the induction of E-cadherin, a major component of the adherens junction that is strongly induced at the villus tip enterocytes (Fig. 5d)^34^. *Wnt5a* is also an activator of the AP1 transcription factors^35^, composed of the enterocyte villus tip genes Fos and Jun^4^. VTTs also express components of the ECM, such as microfibrillar proteins (Fig. 5a), and therefore their ablation could result in perturbed ECM composition, indirectly affecting enterocyte gene expression. Future work, involving VTT-specific ablation of signaling components such as *Wnt5a* and Bmp ligands will further resolve the molecular mechanisms involved in the induction of specific enterocyte villus tip genes by VTTs.

VTTs are ideally suited to orchestrate gene expression programs along the intestinal villi. Their close proximity to the epithelial sheet and their intricate extensions towards the lamina propria facilitate close interactions with both epithelial and other stromal cell types. Unlike the short-lived epithelial cells and the often mobile immune cells, VTTs are static, quiescent and long-lived, and can therefore integrate long-term information related to diets and pathologies. The intestine exhibits a remarkable ability to adapt to such perturbations^36,37^. Future work will resolve the roles of VTTs in shaping villus epithelial programs in such perturbed states. The re-appearance of VTTs 3 weeks following their ablation (Fig. 7) supports their importance for preserving the normal epithelial function. It will be important to identify the cellular origins of these re-appearing VTTs. Our study exposed VTTs as major regulators of the expression of villus tip enterocyte genes (Fig. 6e), yet enterocyte gene expression changes throughout the villus axis^4^. It will be interesting to explore the additional effects of zonated luminal signals and potential enterocyte ‘internal clocks’ in shaping enterocyte zonation. This could be achieved by modulating diets and microbial composition, or by modulating enterocyte turnover, and consequently migration rates, respectively.

Lgr5+ fibroblasts have previously been identified in the lung^38^, suggesting that *Lgr5*+ stromal cells may constitute a localized mesenchymal niche component in other tissues. It will be important to use similar spatial transcriptomics approaches to explore the cross-talk between the mesenchymal cell populations and zonated immune cell populations^26^, as well as other stromal components such as enteric neurons^27^. Our finding of positive expression of the *Lgr5-EGFP-IRES-creERT2* knock-in, as well as the *Lgr5–GFP-DTR* knock-in cassettes at the villus tip is important for interpreting physiological effects of perturbations driven by the Lgr5 promoter, such as lineage tracing, cell ablation and conditional knock-outs.

Recent efforts for establishing tissue cell atlases rely on the ability to deconvolve the complex spatial interactions of distinct parenchymal and non-parenchymal cell types in each tissue^13^. Our study performs such combined analysis in the mouse small intestine, a prototypical zonated tissue. Similar approaches could be applied to reveal zonated interactions between stroma and epithelial cells in other structured organs.

## Methods

### Mice and tissues

All animal studies were approved by the Institutional Animal Care and Use Committee of WIS and UCSF. C57bl6 male mice age 8-10 weeks were obtained from the Harlan laboratories, all mice were fed regular chow ad libitum. All experiments were performed on the same region of the Jejunum, measured as 8 cm from the stomach-Duodenum boundary (Lgr5+ VTTs appear throughout the small intestine, data not shown). Mice were sacrificed by cervical dislocation. For LCM, jejunum tissues were harvested and embedded directly in OCT without fixation. For smFISH, jejunum tissues were harvested and fixed in 4% formaldehyde for 3 h, incubated overnight with 30% sucrose in 4% formaldehyde and then embedded in OCT in the form of swiss-rolls. Seven micrometer cryosections were used for hybridization. Mouse jejunum cells for single-cell RNAseq were extracted from eight mice. All smFISH quantifications were performed on at least 2 mice. Images in Fig. 3c, d  were taken from jejunum tissues of *Lgr5-EGFP-IRES-CreERT2* mice^2^. *Lgr5*^*DTRGFP*^ (*Lgr5-GFP-DTR*) mice^25^ were housed in the University of California San Francisco (UCSF) animal facility in compliance with all ethical guidelines established by the Institutional Animal Care and Use Committee (IACUC) and Laboratory Animal Resource Center.

### Antibodies used in this study

The following antibodies were used for FACS cell isolation: CD31 (PE-Cy7 102418, Biolegend), CD45 (APC-Cy7 103116, PE-Cy7 103114, Biolegend), PDGFRa (Alexa 488 FAB1062G, R&D systems, APC 135908, Biolegend), EPCAM (PE 118205, Biolegend). All FACS antibodies were used at 1:100 dilution in the presence of TruStain fcX blocker (101320, Biolegend, 1:50). For PDGFRa immunofluorescence staining, goat anti mouse PDGFRa was used as first antibody (AF1062 R&D systems) at a concentration of 8 µg/µl in the smFISH hybridization buffer, Alexa fluor 488 conjugated Donkey anti goat (705-545-147 Jackson laboratories, 1:400) was used as secondary antibody. For E-CADHERIN immunofluorescence staining FITC anti E-CADHERIN (612131 BD Biosciences) was used at dilution of 1:100.

### Laser capture microdissection (LCM)

Tissue blocks for laser-capture microdissection were freshly prepared at the morning of the collection day. The jejunum part was transected on top of Wattman paper soaked in PBS to support the opened structure in petri dish on ice. The tissue was washed with cold PBS and embedded in OCT on dry ice. LCM protocol was applied as previously described^4,39^ with minor modifications. Sections of 9 µm thickness were cut from the frozen block, mounted on polyethylene-naphthalate membrane-coated 518 glass slides (Zeiss, 415190-9081-000), air-dried for 20 s at room temperature, washed in 70% ethanol for 25 s, incubated in water for 25 s (Sigma-Aldrich, W4502), stained with HistoGene Staining Solution for 20 s (ThermoFisher Scientific, KIT0401), washed again in water for 25 s. The stained sections were dehydrated with subsequent 25 s incubations in 70%, 95%, and 100% EtOH and air-dried for 60 s before microdissection. Tissue sections were examined using a bright field imaging microscope (Observer.Z1, Zeiss), and microdissected with a UV laser-based unit (PALM-Microbeam, Zeiss). To ensure minimal damage to the surrounding cells, laser intensity and focus were calibrated before each session using Zeiss calibration wizard supplemented with the LCM operating software (Zeiss). Manual detection of analyzed regions in each tested slide and labeling of the desired areas were done with PALM ×10 and ×20 lenses. Tissue fragments were catapulted and collected in 0.2 ml adhesive cap tubes (Zeiss, 415190-9191-000). Each capture section was visually confirmed by focusing the PALM on the targeted adhesive cap following the collection session and immediately resuspend in 10.5 µl of 1× reaction buffer from SMART-Seq v4 Ultra Low Input RNA Kit (Clontech, 634888). Tissue lysis was achieved by incubation for 5 min at room temperature and stored at −20 °C. Collected samples were stored at −80 °C until the library preparation. Three distinct zones spanning approximately equal heights from the crypt-villus border to the villus tip, were collected from long villi (about 500 µm)-villus bottom, villus center and villus top (Fig. 1). An area of ~30,000 μm^2^ per zone was collected for each mouse by pooling 9–11 distinct villi from a single tissue section. For mice 1–3 (Supplementary data 1) we additionally catapulted crypt stroma and extracted material from two sequential tissue sections for each zone, with the exception of the villus center zone of mouse 3, where one section failed to amplify (Supplementary data 1, TPM value tab).

### SMART-Seq for bulk LCM samples

RNA libraries from the bulk tissues were prepared using SMART-Seq v4 Ultra Low Input RNA Kit (Clontech, 634888), with a 15 PCR cycles for the amplification step. Subsequent steps were applied as mentioned in the protocol. Nextera XT DNA Library Prep Kit (Illumina) was use to finalize the libraries. Library concentration and quality control were determined using NEBNext Library Quant Kit (New England Biolabs) and Agilent High Sensitivity D1000 ScreenTape System (Agilent, 5067-5584). Library final concentration of 2.4pM was loaded on NextSeq550 (Illumina) sequencing machine aiming for 20 M reads per sample with the following cycle distribution: 38 bp read1, 8 bp index1, 8 bp index2, 38 bp read2.

### Stroma LCM bulk RNA-seq analysis

Illumina raw files were converted to FASTQ files using bcl2fastq 2.17 (Illumina), following by pseudoalignment with Kallisto 0.43.0^40^ to a transcriptome index of the GRCm38.94 (Ensembl), filtered to transcripts with “coding_genes” entry. The following flag was used for kallisto: --b 100 (the number of bootstrap samples), --rf-stranded (strand specific reads, first read reverse). Sleuth 0.30.0^41^ running on R 3.5.1 was utilized to create a TPM table (Transcripts Per Million) for each sample (Supplementary data 1).

### Stroma LCM data processing

To exclude transcripts that might have originated from residual enterocytes included in the laser microdissected tissue, we filtered out genes that were highly expressed in enterocytes. To this end, we considered the maximal expression of all genes in enterocytes over the zones as measured in Moor et al.^4^. We sorterd these genes by expression levels and removed 31 non-ribosomal and non-mitochondrial genes that were included within the list of highly expressed genes, the cumulative summed expression of which exceeded 50% of the total enterocyte expression. We normalized the TPM values upon removing these genes by the sum of all remaining TPM. We next divided the gene expression values in each sample by the sum for all genes that individually make up less than 1% of the sample’s summed expression values. For each of the four zones, we computed the means and standard errors of the means over the different samples. Ligand receptor pairs were extracted from Ramilowsky et al.^12^, Matrisome components were extracted from Naba et al.^17^. Only genes with maximal zonation value larger than 5*10^−6^ were considered.

### Analysis of Il18r1 stromal cells

We used the single cell RNAseq data of Biton et al.^26^ (6558 cells annotated as WT control, Supplementary Fig. 1c). Il18r1 positive cells belonged to a cluster annotated as ‘CD4’. We performed differential gene expression using Wilcoxon rank-sum tests between the *Il18r1*+ and *Il18r−* cells in that cluster (Supplementary Fig. 1d). We used Immgen My Geneset tab (https://www.immgen.org) to annotate the 200 genes that had the highest fold-change between *Il18r1*+ cells and *Il18r1−* cells within the CD4-annotated cluster (only genes with expression above 5 × 10^−5^ were used for this analysis). The gene set was enriched in innate lymphoid cells type 3.

### Hybridization and imaging

Probe libraries were designed using the Stellaris FISH Probe Designer Software (Biosearch Technologies, Inc., Petaluma, CA). 7 µm thick sections of fixed Jejunum were sectioned onto poly L-lysine coated coverslips and used for smFISH staining. The intestinal sections were hybridized with smFISH probe sets according to a previously published protocol^15^. Briefly, tissues were treated for 10 min with proteinase K (10 µg/ml Ambion AM2546) and washed twice with 2× SSC (Ambion AM9765). Tissues were incubated in wash buffer (20% Formamide Ambion AM9342, 2× SSC) for 5 min and mounted with the hybridization buffer (10% Dextran sulfate Sigma D8906, 20% Formamide, 1 mg/ml E.coli tRNA Sigma R1753, 2× SSC, 0.02% BSA Ambion AM2616, 2 mM Vanadyl-ribonucleoside complex NEB S1402S) mixed with 1:3000 dialution of probes. Hybridization mix was incubated with tissues for overnight in a 30°C incubator. SmFISH probe libraries (Supplementary data 7) were coupled to Cy5, TMR or Alexa594. After the hybridization, tissues were washed with wash buffer containing 50 ng/ml DAPI for 30 min at 30 °C. Telocytes cells were detected by PDGFRα primary antibody that was added to the smFISH hybridization buffer and Alexa fluor 488 conjugated Donkey anti goat as secondary antibody in GLOX buffer for 20 minutes after DAPI (Sigma-Aldrich, D9542) nuclear staining. All images were taken as scans extending from villus tip to crypt bottom using ×100 magnifications, hence several fields of view were stitched together to cover the whole crypt-villus unit. Stitching was performed with the fusion mode linear blending and default settings of the pairwise stitching plugin^42^ in Fiji^43^. Quantification of smFISH was done using ImageM^44^. For smFISH quantifications, results were based on at least 30 cells from each region and from at least 2 mice. Dots were counted in the first 3 μm of the Z-stack, and divided by the segmented cell volume to obtain the mRNA concentration per cell. Two-sided Wilcoxon rank-sum tests were used to assess significance. Quantifications of the proportions of *Lgr5*+ VTTs positive for the EGFP knock-in were done on jejunum tissues of *Lgr5-EGFP-Ires-CreERT2* mice^2^.

### Statistics and reproducibility

All smFISH micrographs are representative of at least 10 images and two mice per gene or region.

### Single cell isolation

Due to the difficulties of isolating intestinal stromal cells we applied several dissociation protocols and surface marker staining to obtain a broad sampling of cells. For all mice, cells were isolated from the jejunum. The jejunum was extracted and rinsed in cold PBS. The tissue was opened longitudinally and sliced into small fragments roughly 2 cm long and incubated in 10 mM EDTA-PBS on ice for 10 min. The tissue was then moved to warm 5 ml 10 mM EDTA-PBS containing Liberase TM (100 μg/mL, Sigma) and DNaseI (2 U/mL, Sigma) and incubated at 37 °C for 20 min while shaken vigorously every few minutes. At the end of the incubation time, 5 ml of cold PBS was added to the cell suspension. The supernatant was filtered through a 100 μm filter and centrifuged at 300 × *g* for 5 min. the pellet was resuspended in FACS buffer (2 mM EDTA, 0.5% BSA in PBS) and stained with the required antibodies for flow cytometry sorting.

Isolation of telocytes was performed as previously decribed in ref. ^9^. Briefly, Jejunum were dissected and washed thoroughly with Hank’s balanced salt solution (HBSS) and were incubated in 5 mM EDTA in HBSS for 10 min at 4 °C. Intestinal villi were scraped off using a coverslip and the remaining tissue was cut into small pieces and incubated in 5 mM EDTA and HBSS on ice for 10 min while pipetting to completely remove the remaining epithelium. After vigorous washes, the remaining mesenchymal fraction was incubated with 6 mg/ml Dispase II/0.05% trypsin solution (Sigma-Aldrich, 04942078001) supplemented with 1 U/ml DNaseI (Sigma) at 37 °C, until the solution became cloudy and the mesenchyme was dissociated (8 min). At the end of the incubation time, 3 ml of warm FCS were added to the cell suspension to stop the digestion. Supernatant was filtered through a 70-μm strainer, centrifuged at 2500 × *g* for 5 min. the pellet was resuspended in FACS buffer (2 mM EDTA, 0.5% BSA in PBS) and stained with the required antibodies for flow cytometry sorting.

### Single-cell sorting

Single cells were sorted with SORP-FACSAriaII machine (BD Biosciences) using a 100 μm nozzle. Dead cells were excluded on the basis of 500 ng/ml Dapi incorporation. Sorted cells were negative for CD45 and EPCAM and positive for PDGFRa. Cells were sorted into 384-well cell capture plates containing 2 μl of lysis solution and barcoded poly(T) reverse-transcription (RT) primers for single-cell RNA-seq^28^. Barcoded single cell capture plates were prepared with a Bravo automated liquid handling platform (Agilent) as described previously^28^. Four empty wells were kept in each 384-well plate as a no-cell control during data analysis. Immediately after sorting, each plate was spun down to ensure cell immersion into the lysis solution, snap frozen on dry ice and stored at −80 °C until processed.

### MARS-Seq library preparation

Single cell libraries were prepared, as described in^28^. Briefly, mRNA from cells sorted into MARS-Seq capture plates were barcoded and converted into cDNA by reverse transcription reaction and pooled using an automated pipeline. The pooled sample was cleaned using 0.9X SPRI beads and then linearly amplified by T7 in vitro transcription. The resulting RNA was fragmented and converted into sequencing ready library by tagging the samples with pool barcodes and Illumina i7 barcode sequences during ligation, reverse transcription and PCR. Each pool of cells was tested for library quality and concentration was assessed as described in^28^. Machine raw files were converted to fastq files using bcl2fastq package, to obtain the UMI counts, reads were aligned to the mouse reference genome (GRCm38.84) using zUMI packge^45^ with the following flags that fit the barcode length and the library strandedness: -c 1-7, -m 8-15, -l 66, -B 1, -s 1, -p 16. This analysis resulted in 2217 cells.

### scRNAseq data processing

For each single cell and for each gene we first subtracted the estimated background expression. Background was calculated for each 384-well plate separately, as the mean gene expression in the four empty wells. After subtraction, negative values were set to zero. Next, cells with total UMI counts lower than 400 or higher than 8000 and total gene counts lower than 250 were removed. We used Seurat v2.3.4 package in R^29^ v3.5.3 to visualize and cluster the single cell RNAseq data (Fig. 4, Supplementary Fig. 3). Gene expression measurements (UMIs per gene) were normalized for each cell by the summed UMI, multiplied by a scale factor 10,000, and then log-transformed. To avoid undesired sources of variation in gene expression, we used Seurat to regress out cell-cell variation driven by total number of UMIs, and mitochondrial genes fraction. For detection of variable genes, we set a bottom cutoff of 0.25 and a top cutoff of 4 on the regressed log-transformed average gene expression, as well as a bottom cutoff of 0.5 on the dispersion. Cell clustering was based on PCA dimensionality reduction using the first 11 PCs, and a resolution value of 2.

We used cell type-specific markers to interpret the resulting 3 main clusters, Epcam was highly expressed in the epithelial cells clusters, Ptprc was highly expressed in the immune cells clusters and Pdgfra was highly expressed in the fibroblast cells clusters.

We next focused on the cell clusters that had an average expression of Pdgfra that was higher than 10^−4^ per cell (fraction of UMI counts). These included 329 cells. For this new set of cells, we re-ran Seurat with the following parameters; For detection of variable genes, we set a bottom cutoff of 0.25 and a top cutoff of 4 on the regressed log-transformed average gene expression, as well as a bottom cutoff of 1 on the dispersion. Cell clustering was based on PCA dimensionality reduction using the first 5 PCs, and a resolution value of 0.7. Marker genes were detected with Seurat FindAllMarkers function with parameters min.pct = 0.2, logfc.threshold = 0.25 (Supplementary data 4).

To identify zonation of the four mesenchymal cell types we examined the summed expression of concise sets of markers that were specific to each cell type. To select these markers, we included genes that had an average expression higher than 5 × 10^−6^ and were expressed in at least 10 cells in the respective cell type. We sorted these genes by the fold change of their expression levels compared to the maximal average expression in the other three mesenchymal cell types. We included the top 20 genes and further excluded genes for which the fold change ratio was lower than 5-fold. Differential gene expression between crypt telocytes and VTTs (Fig. 5a) considered all genes with average expression larger than 10^−5^ of cellular UMIs and more than 5 cells positive for the gene in at least one of the two populations. Storey’s method was used to compute *q*-values.

### *Lgr5+* cell ablation

For *Lgr5*+ cell ablation, male *Lgr5*^*DTRGFP*^ mice aged 4–5 months were administered 50 μg/kg diphtheria toxin (322326 Sigma) or saline vehicle intraperitoneally. Sample were collected 24 or, 48 h or 3 weeks post injection. For the 24 h time points, four DT-injected and two mock-injected mice were used for histological examination (Fig. 6). For the 48 h time point, four DT-injected and four mock-injected mice were used for histological examination, smFISH and epithelial cell sequencing. In addition, two DT-injected and two mock-injected mice were sacrificed 20 days after administration and used for histological examination and smFISH. For epithelial cell isolation, 3 cm from the proximal jejunum were extracted and rinsed in cold PBS. The tissue was opened longitudinally and sliced into small fragments roughly 2 cm long and incubated in 10 mM EDTA-PBS on ice for 20 min. The tissue was then moved to warm 5 ml 10 mM EDTA-PBS and incubated at 37 °C for 5 min while shaken vigorously every few minutes. At the end of the incubation time, 5 ml of cold PBS was added to the cell suspension. The supernatant was filtered through a 100 μm filter and centrifuged at 300 × *g* for 5 min. the pellet was snap frozen in liquid nitrogen and was processed for bulk RNA sequencing. For smFISH blocks, 5 cm from the distal jejunum was fixed immediately in 4% FA and processed as mentioned before.

### Bulk RNA sequencing of ablation experiment samples

Snap frozen cells were thawed into TRI reagent (sigma), RNA was isolated by Direct-zol RNA MiniPrep kit (Zymo research) according to the manufacturer instructions. RNA was processed by the mcSCRBseq protocol^46^ with minor modifications. RT reaction was applied on 10 ng of total RNA with a final volume of 10 µl (1× Maxima H Buffer, 1 mM dNTPs, 2 µM TSO* E5V6NEXT, 7.5% PEG8000, 20U Maxima H enzyme, 1 µl barcoded RT primer). Subsequent steps were applied as mentioned in the protocol. Library preparation was done using Nextera XT kit (Illumina) on 0.6 ng amplified cDNA. Library final concentration of 2.2pM was loaded on NextSeq 500 (Illumina) sequencing machine aiming for 20 M reads per sample. Raw files were converted to FASTQ files using bcl2fastq package, to obtain the UMI counts, fastq reads were aligned to the mouse reference genome (GRCm38.84) using zUMI packge^45^ with the following parameters RD1 16 bp, RD2 66 bp with a barcode (i7) length of 8 bp. UMI counts were processed with the edgeR package^47^. Our analysis included four intestinal samples of DT-injected mice and four from mock-injected, 48 h after injection (Supplementary data 5). We first filtered the genes by expression to maintain only genes with expression greater than 10^−5^ of the summed UMI counts of the sample in at least 2 samples and next ran the calcNormFactors function with default settings. We used the “robust” option in the glmQLFit function to robustly estimate the QL dispersion and glmQLFTest with default parameters to compute differential gene expression with Benjamini-Hochberg correction for multiple hypotheses (Supplementary data 6). Figure 6d shows the volcano plots of all genes with with maximal expression higher than 5 × 10^−6^ in at least one of the samples, as well as maximal zonation higher than 5 × 10^−6^ in Moor et al.^4^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

## Data Availability

All data has been deposited in the GEO database with accession code GSE134479.

# Supplementary material for: Lgr5+ telocytes are a signaling source at the intestinal villus tip
**Source:** Nat Commun. 2020 Apr 22;11:1936. doi: 10.1038/s41467-020-15714-x
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Lgr5+ telocytes are a signaling center at the intestinal villus tip**

Bahar Halpern et al.

## Supplementary Figures

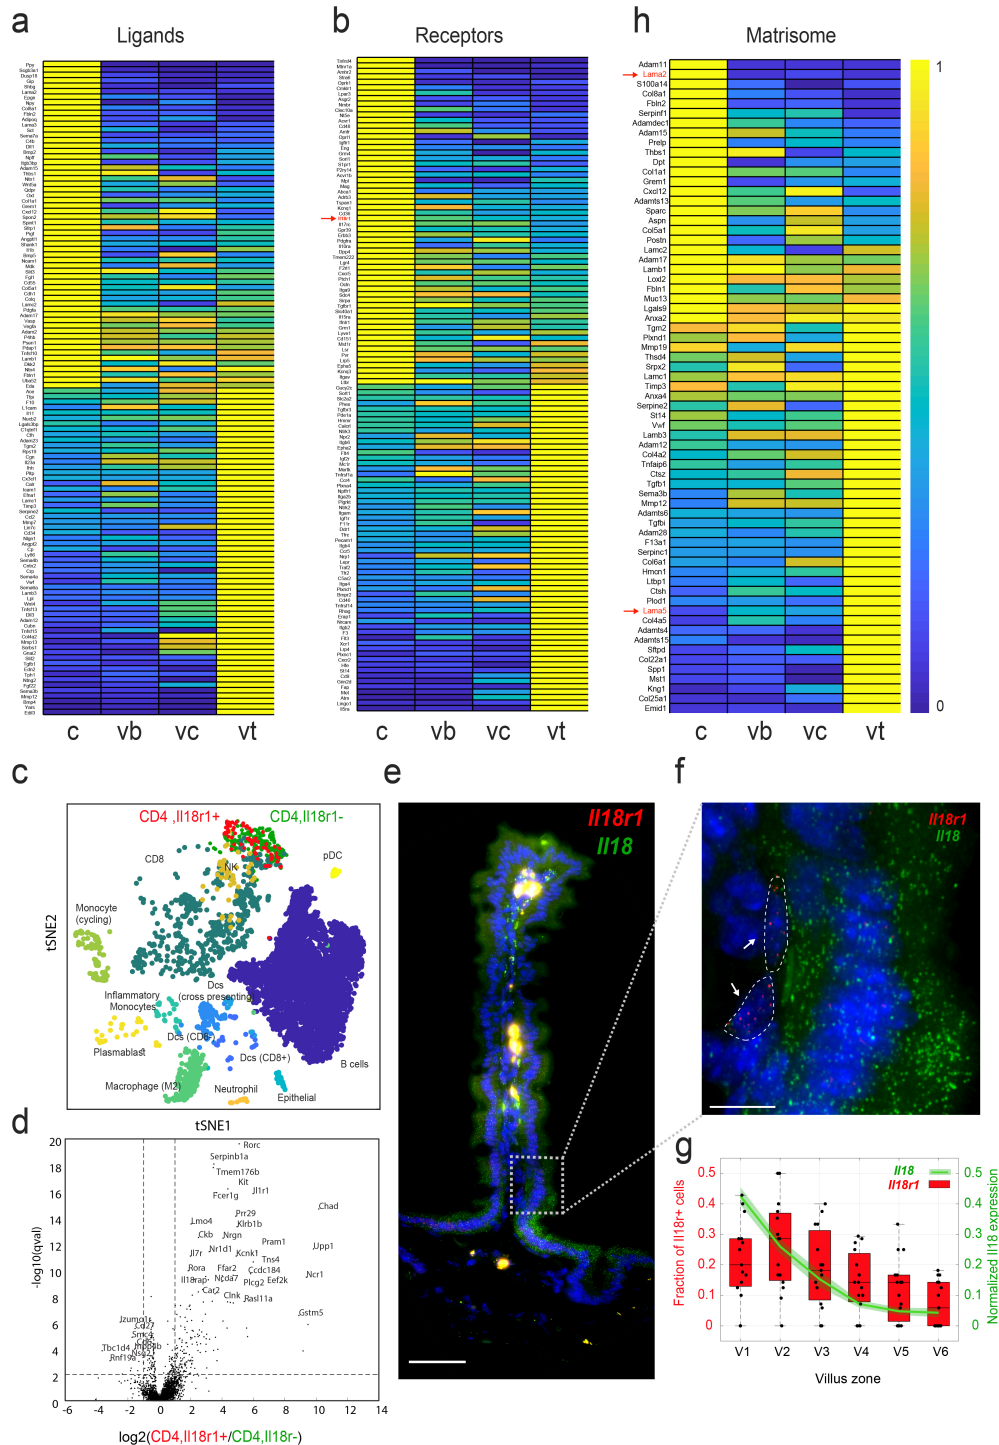

Supplementary Figure 1 – Zonated expression of stromal ligands (a) and receptors (b). *I18r1* marked in red. c) tSNE plot of immune cells in the small intestine taken from Biton et. al.<sup>1</sup>. *I18r1* is expressed in a subset of a cluster annotated as CD4 (red cells). d) Differential gene expression between the *I18r1*<sup>+</sup> cells (red cells in c) and *I18r1*<sup>-</sup> cells of the same cluster (green cells in c)).

These genes are markers of innate lymphoid cells type 3. The y axis was truncated at  $qval=10^{-20}$ , leaving out *Il18r1* (having expression ratio of 4,240,  $qval=10^{-79}$ ). Vertical lines denote log2 ratios of 1 and -1. Horizontal line denotes qvalue of 0.01. e) smFISH for *Il18* (green) and *Il18r1* (red) demonstrating spatial colocalization at the lower villus zones. Scale bar – 50 $\mu$ m. f) blow-up of a region boxed in e) demonstrating spatial adjacency of stromal immune cells with *Il18r1* transcripts (red dots, cells marked by red arrows and outlined in red) and *Il18+* villus bottom epithelial cells. Scale bar – 10  $\mu$ m. g) Quantification of the fraction of *Il18r1+* cells (left red y-axis) along the villus axis (p values = 0.002, calculated by two-sided Wilcoxon rank sum test) showing colocalization to the region where *Il18* is highly expressed (right y-axis). *Il18* expression is taken from Moor et. al.<sup>2</sup>, normalized to sum to 1 over villus zones. Measurements were performed over 15 villi from four mice. Boxes show 25-75 percentiles of the cells fractions, horizontal black lines are medians, whiskers, extend to the most extreme data point within 1.5 $\times$  the interquartile range (IQR) from the box, each data point represent the fraction of cells in a specific villus zone across the different measured villi. h) Zonated expression of proteins constituting the extracellular matrix (ECM, also termed the 'matrisome'<sup>3</sup>). Red arrows highlight the crypt-zonated *Lama2* and villus tip-zonated *Lama5*, previously described to be inversely zonated<sup>4,5</sup>. Each row in (a,b,h) was scaled by its max expression across the four zones.

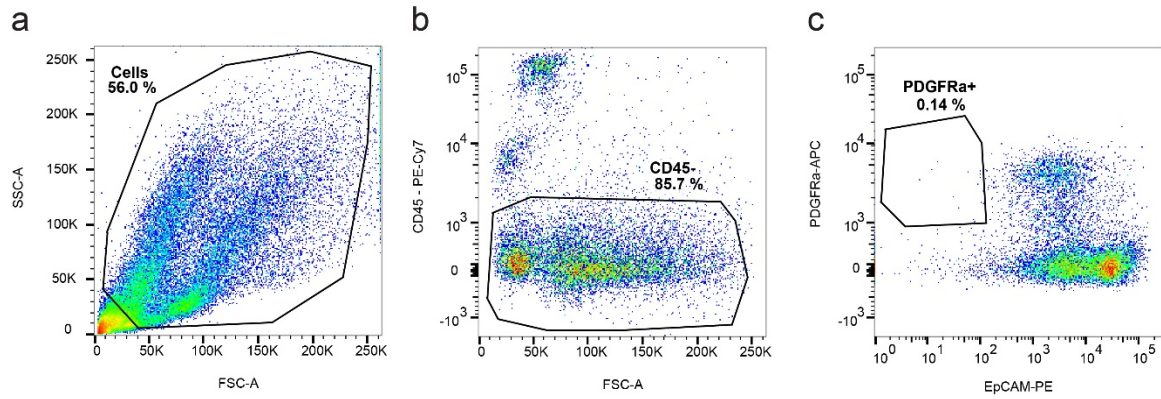

Supplementary Figure 2 – FACS gates used to enrich for PDGFRα+ cells that included the intestinal telocytes, as well as other mesenchymal cell types. a) FSC-A and SSC-A were used to select cells based on size. b) CD45 was used to gate out immune cells. c) PDGFRα and EPCAM fluorescence were used to select EPCAM negative, PDGFRα positive telocytes. Numbers in a-c) represent the percent of gated cells.

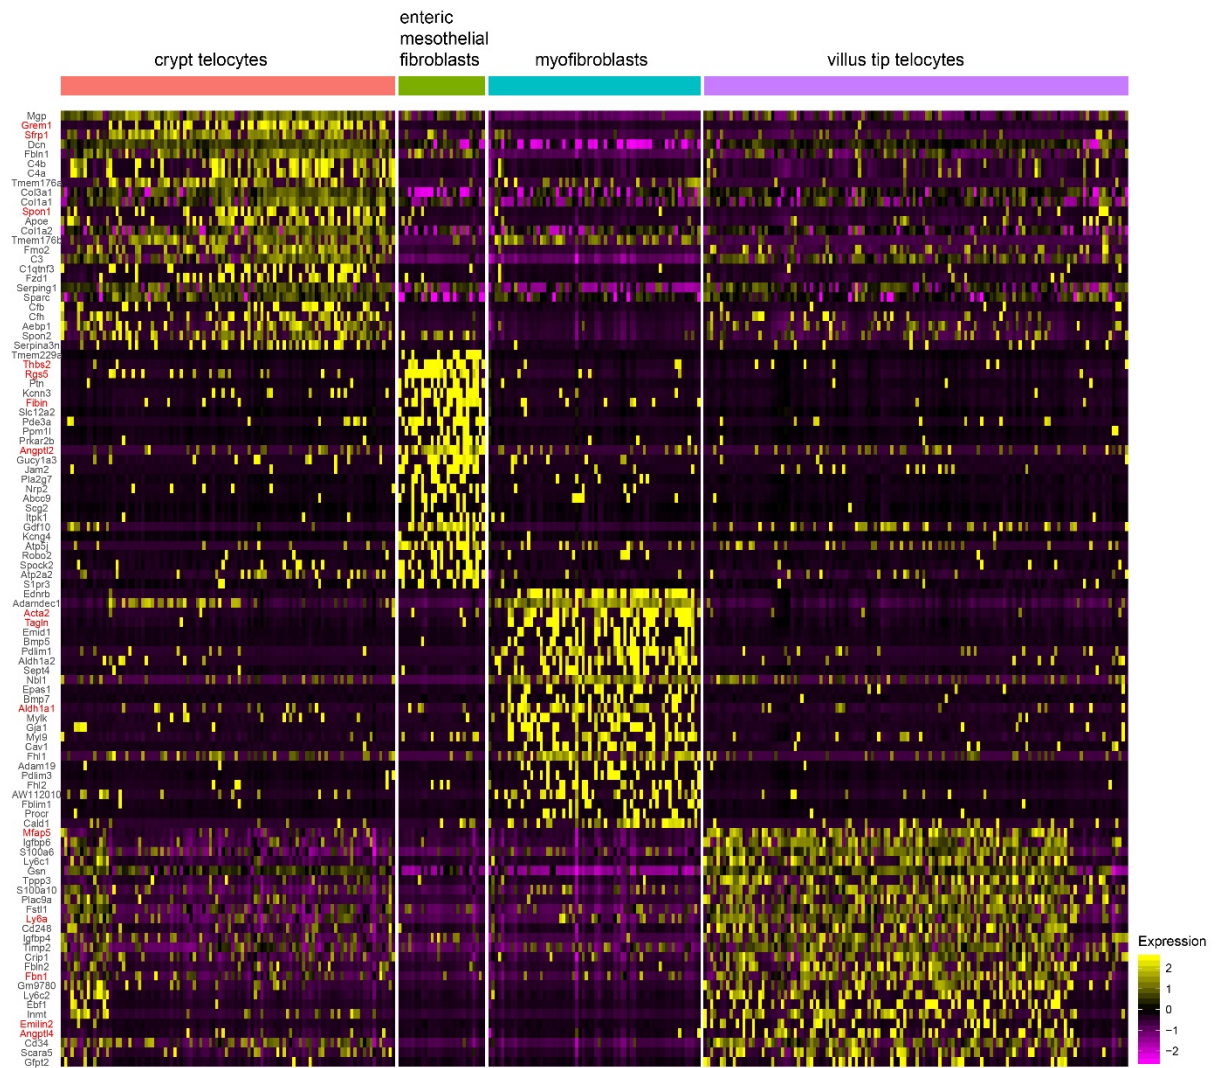

Supplementary Figure 3 – Heatmap showing the 25 top differentially expressed genes in each mesenchymal cell population - crypt telocytes, enteric mesothelial fibroblasts, myofibroblasts, villus tip telocytes. Genes discussed in the main text are marked in red.

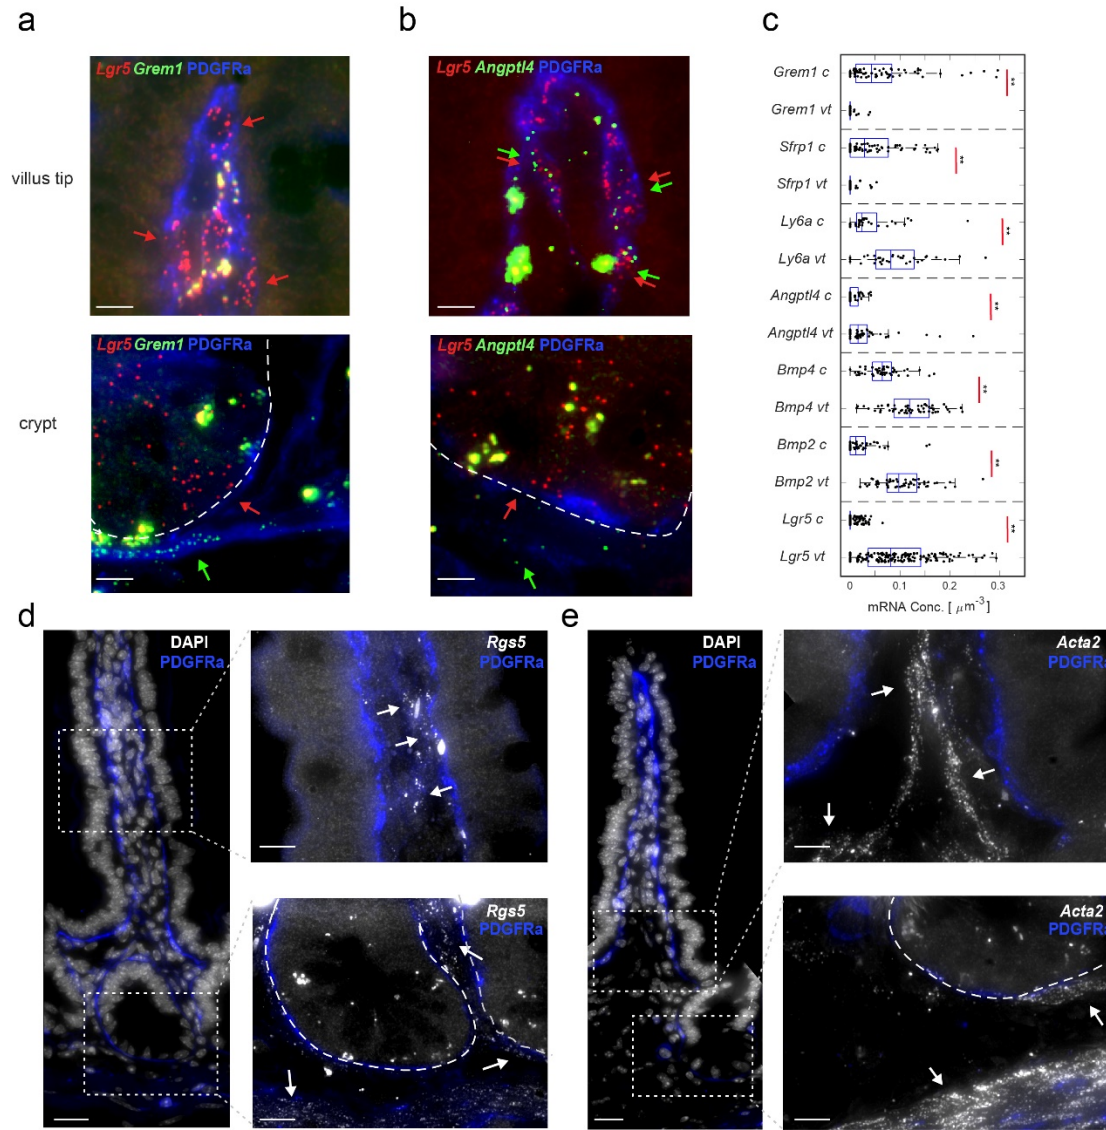

Supplementary Figure 4 – SmFISH validations of mesenchymal markers. a) *Grem1* mRNAs (green dots, green arrows mark positive cells) are expressed in crypt telocytes and not in VTTs. Scale bar – 5  $\mu\text{m}$ . b) *Angptl4* (green dots) are expressed more highly in VTTs compared to crypt telocytes. Scale bar – 5  $\mu\text{m}$ . Red dots are *Lgr5* mRNAs (red arrows mark positive cells), blue is PDGFRa antibody staining. c) Quantification of smFISH validations for crypt telocytes and VTT markers. \*\* denote  $p\text{value} < 10^{-4}$  from two sided Wilcoxon ranksum test, c – crypt, vt – villus tip. Boxes show 25-75 percentiles of the smFISH expression, vertical lines are medians, whiskers, extend to the most extreme data point within  $1.5 \times$  the interquartile range (IQR) from the box. d) Enteric mesothelial fibroblasts are scattered throughout the crypt-villus axis. Grey dots are mRNAs of *Rgs5*. blue is PDGFRa antibody staining. Scale bars – 20  $\mu\text{m}$ , insets scale bar – 10  $\mu\text{m}$  e) Myofibroblasts are scattered throughout the crypt-villus axis and localized away from the epithelial layer. Grey dots are mRNAs of *Acta2*. Blue is PDGFRa antibody staining. Scale bars – 20  $\mu\text{m}$ , insets scale bar – 10  $\mu\text{m}$ . White arrows mark positive cells in d) and e). White dashed line mark crypt borders.

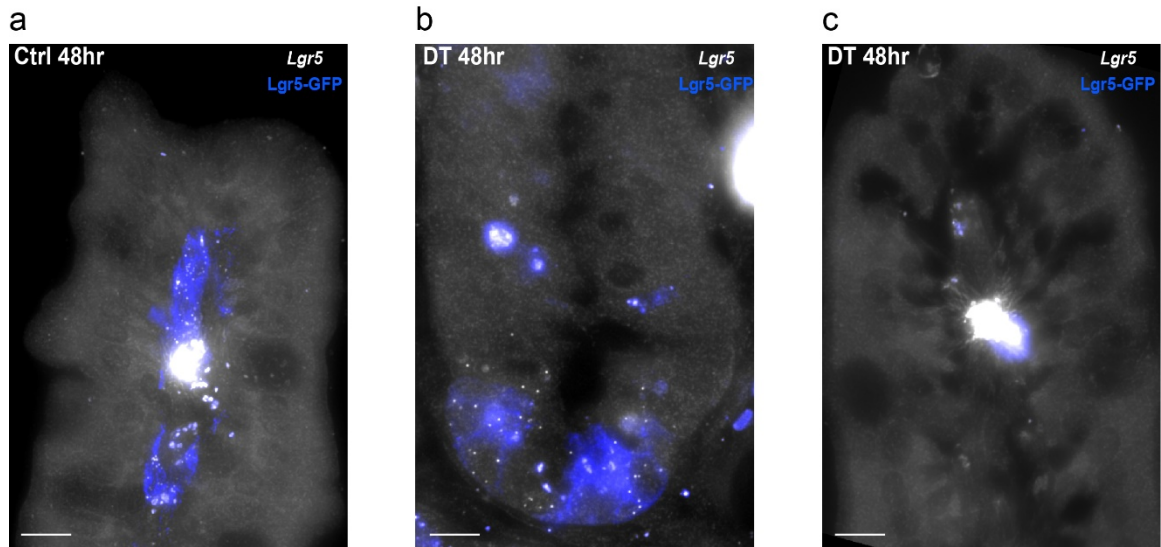

Supplementary Figure 5 – Villi tips are devoid of GFP and *Lgr5* mRNA in *Lgr5*–GFP–DTR mice 48hr after VTT ablation. a) Bright dots are single mRNA of *Lgr5* co-localized with GFP positive cells. b) GFP and *Lgr5* reappear at the crypt stem cells. c) Villi tips are devoid of GFP and *Lgr5* mRNA. For a-c Scale bar - 10  $\mu$ m.

## Supplementary References

1. Biton, M. *et al.* T Helper Cell Cytokines Modulate Intestinal Stem Cell Renewal and Differentiation. *Cell* **175**, 1307-1320.e22 (2018).
2. Moor, A. E. *et al.* Spatial Reconstruction of Single Enterocytes Uncovers Broad Zonation along the Intestinal Villus Axis. *Cell* (2018) doi:10.1016/j.cell.2018.08.063.
3. Naba, A. *et al.* The extracellular matrix: Tools and insights for the “omics” era. *Matrix Biol.* **49**, 10–24 (2016).
4. Simon-Assmann, P., Spenle, C., Lefebvre, O. & Kedinger, M. The role of the basement membrane as a modulator of intestinal epithelial-mesenchymal interactions. *Prog. Mol. Biol. Transl. Sci.* **96**, 175–206 (2010).
5. Meran, L., Baulies, A. & Li, V. S. W. Intestinal Stem Cell Niche: The Extracellular Matrix and Cellular Components. *Stem Cells Int.* **2017**, (2017).

# Supplementary material for: Lgr5+ telocytes are a signaling source at the intestinal villus tip
**Source:** Nat Commun. 2020 Apr 22;11:1936. doi: 10.1038/s41467-020-15714-x
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection smFISH imaging was done on the NIS element software AR 5.11.01

Data analysis Seurat 2.3.4, R3.5.3. Matlab 2018b, FIJI win64

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data has been deposited in GEO with accession code GSE134479

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample sizes (number of mice and total number of sequenced cells) were chosen as to be sufficient to obtain sufficient power to discern gene expression differences.                                                                                                                       |
| Data exclusions | single cell data was excluded on the basis of mitochondrial percentage, and minimum UMI and gene counts per cell in order to include only high quality live cells.                                                                                                                             |
| Replication     | Each experiment was replicated n times (and n is given in each figure for each experiment). Although the exact quantitative results differ between replicates, the qualitative results were the same, so that it is reasonable to state that the "All attempts at replication were successful" |
| Randomization   | For each experiment cage mates were taken on the same date. The mice were allocated randomly in this study                                                                                                                                                                                     |
| Blinding        | The data collection was not blinded. Blinding was not possible as the investigators were also conducting the experiments and had to be aware of controls and treated groups.                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The following antibodies were used for FACS cell isolation: CD31 (PE-Cy7 102418, clone 390, Biolegend), CD45 (APC-Cy7 103116, clone 30-F11, PE-Cy7 103114, clone 30-F11, Biolegend), PDGFRa (Alexa 488 FAB1062G polyclonal, R&D systems, APC 135908, clone APA5, Biolegend), Epcam (PE 118205, clone G8.8, Biolegend). For PDGFRa immunofluorescence staining, goat anti mouse PDGFRa was used as first antibody (AF1062 polyclonal, R&D systems) at a concentration of 8 µg/µl in the smFISH hybridization buffer, Alexa fluor 488 conjugated Donkey anti goat (705-545-147 polyclonal, Jackson laboratories, 1:400) was used as secondary antibody. FITC anti E-Cadherin (612131 clone 36/E, BD Biosciences, 1:100)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Validation      | all antibodies were validated on manufacturer website.<br>CD31 (PE-Cy7 102418, clone 390, Biolegend), for validation from website: "stain the endothelium of mouse lungs using the CD-31 antibody, The percentage of cells positive for CD31 were determined when sorting the cells". "The antibody stained the epithelium as expected".<br>CD45 (APC-Cy7 103116, clone 30-F11, PE-Cy7 103114, clone 30-F11, Biolegend), for validation from website: "in this experiment we are looking at populations of immune cells in the bone marrow of mice. This antibody is used to stain CD45 for flow cytometry". "This antibody is great for staining CD45".<br>PDGFRa (Alexa 488 FAB1062G polyclonal, R&D systems, APC 135908, clone APA5, Biolegend), antibody was used in Wang W, et al. 2014. Proc Natl Acad Sci U S A. 111:14466.<br>Epcam (PE 118205, clone G8.8, Biolegend). for validation from website: "In this experiment we were looking at type II alveolar epithelial cells in the lung of WT and KO mice", "This antibody works well for detecting EpCAM in the lung"<br>PDGFRa immunofluorescence staining, goat anti mouse PDGFRa was used as first antibody (AF1062 polyclonal, R&D systems) for validation from website: "PDGF R alpha was detected in immersion fixed frozen sections of mouse embryo using 15 µg/mL Goat Anti-Mouse PDGF R alpha Antigen Affinity-purified Polyclonal Antibody (Catalog # AF1062) overnight at 4 °C. "<br>FITC anti E-Cadherin (612131 clone 36/E, BD Biosciences, 1:100). antibody was used in Miyoshi K, Shillingford JM, Smith GH, et al. Signal transducer and activator of transcription (Stat) 5 controls the proliferation and differentiation of mammary alveolar epithelium. J Cell Biol. 2001; 155(4):531-542. |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                   |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57bl6 male mice age 8-10 weeks were obtained from the Harlan laboratories. male Lgr5DTRGFP mice aged 4-5 months were housed in the University of California San Francisco (UCSF) animal facility |
| Wild animals            | no wild animals were used in this study                                                                                                                                                           |
| Field-collected samples | no field-collected samples were used in this study                                                                                                                                                |
| Ethics oversight        | All animal studies were approved by the Institutional Animal Care and Use Committee of WIS and UCSF.                                                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Due to the difficulties of isolating intestinal stromal cells we applied several dissociation protocols and surface marker staining to obtain a broad sampling of cells. For all mice, cells were isolated from the jejunum. The jejunum was extracted and rinsed in cold PBS. The tissue was opened longitudinally and sliced into small fragments roughly 2 cm long and incubated in 10mM EDTA-PBS on ice for 10 min. The tissue was then moved to warm 5ml 10mM EDTA-PBS containing Liberase TM (100 µg/mL, Sigma) and DNaseI (2 U/mL, Sigma) and incubated at 37°C for 20 min while shaken vigorously every few minutes. At the end of the incubation time, 5ml of cold PBS was added to the cell suspension. The supernatant was filtered through a 100µm filter and centrifuged at 300 g for 5 min. the pellet was resuspended in FACS buffer (2mM EDTA, 0.5% BSA in PBS) and stained with the required antibodies for flow cytometry sorting.

Isolation of telocytes was performed as previously described<sup>8</sup>. Briefly, Jejunum were dissected and washed thoroughly with Hank's balanced salt solution (HBSS) and were incubated in 5mM EDTA in HBSS for 10min at 4°C. Intestinal villi were scraped off using a coverslip and the remaining tissue was cut into small pieces and incubated in 5mM EDTA and HBSS on ice for 10min while pipetting to completely remove the remaining epithelium. After vigorous washes, the remaining mesenchymal fraction was incubated with 6mg/ml Dispase II/0.05% trypsin solution (Sigma-Aldrich, 04942078001) supplemented with 1U/ml DNaseI (Sigma) at 37°C, until the solution became cloudy and the mesenchyme was dissociated (8min). At the end of the incubation time, 3ml of warm FCS were added to the cell suspension to stop the digestion. Supernatant was filtered through a 70-µm strainer, centrifuged at 3500 rpm for 5 min. the pellet was resuspended in FACS buffer (2mM EDTA, 0.5% BSA in PBS) and stained with the required antibodies for flow cytometry sorting.

Instrument

SORP-FACS Aria II

Software

The software used to collect the data is FACSDiva.

Cell population abundance

The abundance of the Pdgfra+ cells in the population was 0.14%

Gating strategy

cells were gated using SSC and FSC gates (50K-250K for both). Next, dead cells were gated out based on DAPI incorporation. sorted cells were CD45 negative, EpCAM negative and PDGFRa positive.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Lgr5+ telocytes are a signaling source at the intestinal villus tip
**Source:** Nat Commun. 2020 Apr 22;11:1936. doi: 10.1038/s41467-020-15714-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## ***Description of Additional Supplementary Files***

### **Supplementary Data 1**

Average gene expression in the laser capture microdissected stromal zones. For each sample, UMI counts were normalized to the sum for all non-enterocyte genes that individually take up less than 1% of the total sample counts (Methods). TPM values presents the complete non-filtered data.

### **Supplementary Data 2**

Correlations between the stromal and epithelial spatial expression domains of ligands and their respective receptors. Epithelial expression was taken from Moor et al.<sup>4</sup>, Stromal expression taken from Table S1.

### **Supplementary Data 3**

Average expression of the four mesenchymal cell populations based on the scRNAseq data. Expression is in units of fraction of total UMIs per cell.

### **Supplementary Data 4**

Markers for the four mesenchymal cell populations obtained from Seurat<sup>29</sup>. P-value was calculated by two sided Wilcoxon ranksum test.

### **Supplementary Data 5**

UMI counts for bulk RNAseq of epithelial cells extracted from DT-treated and mock-treated Lgr5–GFP-DTR mice 48 hrs after ablation.

### **Supplementary Data 6**

Differential gene expression between epithelial cells extracted from DT-treated and mock-treated Lgr5–GFP-DTR mice 48 hrs after ablation. Two-sided p-value was calculated by the glmQLFtest R function.

### **Supplementary Data 7**

Sequences of the smFISH probes libraries used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

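The data come from mouse small intestine. Laser-capture microdissected (LCM) stroma gave 29 samples, with 6 sections of crypt from 3 mice and 8, 7 and 8 sections of villus bottom, center and tip from 5 mice. Single cells sorted into plates by 9 gates came from 8 mice. Epithelium collected 48 h after DT (50 µg/kg) or vehicle came from 4 mice per group. Samples were grouped by the condition in their labels, and the mouse was the replicate throughout. The smFISH measurements of the paper are images and were not analysed here.

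For the LCM samples the authors made the TPM values with kallisto and sleuth on coding transcripts of GRCm38, and deposited them per gene. For the single cells and the epithelium the authors made UMI counts per gene with zUMIs on GRCm38 and deposited them without normalization. The deposited single-cell counts cover all wells, before the filters on cells. Gene coordinates are from the GENCODE annotation of GRCm38.

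From the LCM values, enterocyte genes were removed and samples scaled as described at the first LCM data above, sections were averaged per mouse and zone, and zones were compared with limma 3.58.1 (trend in the prior variance, zone as the term). The value added before the logarithm was 1 ppm. Gene names listed more than once, 104 in all, were told apart by their identifier. The removed enterocyte genes were found again by the rule of the methods, because the paper's list was not used here. Single genes were also compared with an exact permutation test over mice. In the LCM data that test was unpaired, so it treated the zones of 1 mouse as if they came from separate mice.

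Single cells were clustered with Seurat 5.3.0, after a division by total UMIs to 10000 and a logarithm. Variable genes had a mean of 0.25 to 4 and a dispersion above 0.5 in the first step, 1142 genes, and above 1 in the second, 893 genes. Total UMIs and the share of UMIs on 30 mitochondrial genes were regressed out. Graphs used 30 nearest neighbours. Class names rest on marker lists fixed in advance, for example *Epcam*, *Krt8* and *Vil1* for epithelial-like, *Ptprc*, *Cd52* and *Cd3e* for immune-like, *Pecam1* and *Cdh5* for endothelial-like and *Pdgfra*, *Dcn* and *Lum* for mesenchymal-like cells. Within the mesenchymal cells the lists began with *Igfbp6*, *Ly6c1* and *Tppp3* (villus tip telocyte-like), *C3*, *C4b* and *Fzd1* (crypt telocyte-like), *Ednrb*, *Emid1* and *Pdlim1* (myofibroblast-like) and *Ptn*, *Kcnn3* and *Slc12a2* (enteric mesothelial fibroblast-like). Cells from doublet gates were kept, and no doublet caller was run, since some gates were sorted to hold cell pairs. Sums of UMIs per mouse and class were compared with edgeR 4.0.16 (TMM, quasi-likelihood test) for classes with at least 5 cells in a mouse. DESeq2 1.42.0 was run beside it. A well of the plate matching no sample was never used, and 13 of its wells would have passed the filters.

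The ablation samples were compared with edgeR as the methods describe, with batch as a term. Gene lists were tested with camera at a preset correlation of 0.01 and with fry. The 10 lists were tuft, Paneth, goblet, enteroendocrine, stem, proliferation, immune, fibroblast and villus bottom antimicrobial genes, and the enterocyte villus tip genes named by the paper. They were written from general knowledge and the paper, and some of the genes in them, among them *Dclk1*, *Trpm5*, *Mptx2*, *Clps* and *Defa* genes, had been seen in Fig. 6d or in Supplementary Data 6. One gene is not reported here by name, and it stays in the lists, counts and ranges it belongs to.

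The genes named in the text are genes that the paper's results name for an experiment and that had a value, and up to 5 risen and 5 fallen genes with the largest change among those past an adjusted p of 0.05 and changed the same way in every batch or in every mouse with both groups. In the single cells these were taken from the genes not used for clustering. Members of the gene lists may be named where a list result is given. The leading receptors at the villus tip are an exception, chosen after their values were seen.

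Whether samples with the same number belong together was checked by the correlation of their deviations from the group means. In the LCM data the same mouse gave crypt and villus tip, with correlations of 0.36, -0.07 and 0.11 in mice 1 to 3, and in the single cells mice B and C had both classes, with -0.005 and 0.14. In the ablation experiment the correlations of DT and mock samples with the same replicate number were 0.60, 0.41, 0.65 and 0.58, so the numbers were taken to pair the samples. The pairing follows from the batches of Supplementary Data 5, since within batches the correlations were -0.14 in batch a and -0.06 in batch b. Fits with the mouse or the replicate number as a block were made as alternatives.

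Each test across genes was tested on simulated data with 200 changed genes. At a log2 shift of 3 limma recovered 2% in the LCM design, and at a shift of 6 it recovered 67.5% and called 12 unchanged genes. In the design of the single-cell sums edgeR and DESeq2 each recovered 135 of the 135 changed genes that passed the filter, and called 10 and 5 unchanged genes. In the ablation design each recovered 197 of 197, and called 12 and 21 unchanged genes. There the log2 shift was 3 as well, only genes past a minimum mean count were changed, and no batch effect was simulated. These counts therefore do not show the power for smaller changes or for data with batches. A list of 12 changed genes was called by camera.

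Alternatives covered the added value, the filters, the scaling, the removal of enterocyte genes, the test, the block, the batch term, the clustering settings, the limits on cells and each mouse left out in turn. R 4.3.3, Python 3.11.15 and matplotlib 3.10.9 were used.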

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

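In this part, the tests chosen only after the result was seen are the comparison of how far the immune and tuft lists fell, the count of tuft and Paneth genes past the threshold over all genes, the stem list as a measure of the crypt base, and the rate of Dixon's test over all genes, while the tests of the other explanations were written before.

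In the LCM samples, values of single mice lay far from the others of their zone by Dixon's test in 12 of 48 groups of gene or marker set and zone, where chance gives about 1 in 20 for normally distributed values. Over all tested genes the same rule picked out 26.2% of 40199 groups of gene and zone, so 12 of 48 is no more than these data give in general. *Lgr5* was 334 ppm at the villus tip of mouse 5, 7.71 times the next mouse, and 0.516 ppm at the villus center of mouse 1, the lowest there. Mouse 5 also had the highest *Nt5e* at the villus tip, 88.6 ppm. Mouse 4 had 361 ppm of *Bmp4* and 233 ppm of *Egf* at the villus tip, 116 ppm of *Egf* and 1938 ppm of the enteric mesothelial fibroblast-like marker set at the villus center, and 64.2 ppm of *Il18r1* at the villus bottom. Mouse 2 had 527 ppm of *Lama5* and 84.2 ppm of *Bmp2* at the villus tip, and 196 ppm of *Lama5* at the villus bottom. Mouse 1 had 9.02 ppm of *Grem1* at the villus center. Only the value of *Lgr5* at the villus tip was tested further, and no explanation was tested for the others.

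Crypt epithelial stem cells in the villus tip sample of mouse 5 would raise other stem cell genes too. *Ascl2*, *Axin2*, *Sox9* and *Cd44* summed to 36.0 TPM there against 60.6 TPM in the highest other mouse, a ratio of 0.595, which argues against this source. A larger share of villus tip telocytes in the sample stays open: by their marker set mouse 5 ranked 4 of 5, but the set had its lowest mean at the villus tip, so it does not follow these cells in the LCM data and decides nothing. Amplification noise of low-input libraries stays open too: of 5107 genes with a villus tip mean of 20 to 200 ppm, 367 (7.19%) had a highest mouse at least as far above the second as *Lgr5* did. A difference of mouse 5 itself also stays open, as untested. The high mean of *Lgr5* at the villus tip may therefore rest on noise, or on more villus tip telocytes, in 1 sample, as far as the LCM data alone go. Within mice, the villus tip held the most *Lgr5* of the zones sampled in 3 of 5, mice 3, 4 and 5 (43.4, 17.7 and 334 ppm), so that order does not rest on mouse 5 alone. Mouse 3 is the mouse with 60.6 TPM of the other stem cell genes, so crypt stem cells are not argued against there. Mouse 4 had 12.8 ppm at the villus bottom, close to its villus tip.

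In the ablation samples, 2 of 36 groups held a sample far from the others, close to the 4.77% that the same rule gave over all tested genes and to the 1 in 20 of chance. *Egfr* was 9.28 UMIs per 1e6 in DT replicate 1, from 11 UMIs, and *Axin2* was 68.4 UMIs per 1e6 in mock replicate 2, the sample with the fewest UMIs. No explanation was tested for these values.

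Tuft cell genes, which the paper does not discuss, fell after DT. The median log2 fold change of the 7 tested genes of the list was -3.15, and 6 of them fell. In edgeR 6 passed an adjusted p of 0.05, both adjusted over the list alone and over all genes. For the list, camera gave p = 5.1e-22 and fry p = 0.00179, with adjusted p of 5.1e-21 and 0.0138 over the 10 lists. With the replicate numbers as a block, 3 of all tested genes passed 0.05 in edgeR, and *Sh2d6* and *Dclk1* were not among them. Fewer crypt cells in the DT samples would lower the stem list (median 0.35, camera p = 0.0786) and the proliferation list (median 0.50, camera p = 3.3e-04). Both medians were positive, but neither list passed 0.05 in fry (adjusted p = 0.374 and 0.138). Of 35 splits, 8 and 5 gave a median as far from 0, so these lists show no fall rather than a firm rise. The ablation acts on the stem cells, and the paper cites a regenerative program in the crypt cells that remain. These lists therefore cannot exclude fewer crypt cells. Fewer immune cells were first tested by whether the immune list fell, and it did (camera p = 0.00537, fry adjusted p = 0.385), so that test went with this explanation. Its median was -0.55 with 10 of 10 genes lower, far less than the fall of the tuft list, which argues against a loss of immune cells as the whole cause. Sequencing depth differs between the batches in opposite directions, and the median was -2.42 in batch a and -3.03 in batch b, which argues against depth. Of 35 splits of the samples 1, the real one, gave a median as far from 0. Some genes of the list had been seen to fall in the paper's figure or table when it was written. This favours the real split and the tests of the list, so these do not exclude chance. The adjustment over all genes does not depend on the list, and the 6 of 7 genes past 0.05 by it argue against chance for these genes, in the fit without the block. A loss of tuft cells or of their expression after the ablation stays open. The ablation reaches *Lgr5*+ crypt stem cells as well as VTTs, as the paper states, so an effect of losing either stays open, as does an effect of DT itself, since no group without the toxin receptor received DT.

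Paneth cell genes, which the paper does not discuss either, fell as well, with a median log2 fold change of -2.19 over 12 genes, 10 of which fell (camera p = 2.1e-18, fry adjusted p = 0.0150). Adjusted over the list alone 9 genes passed 0.05 in edgeR, and 4 did adjusted over all genes. The *Defa* genes in the list are near-identical copies, so reads could have been split among them and their single values are uncertain. The stem and proliferation lists had positive medians (camera p = 0.0786 and 3.3e-04, fry adjusted p = 0.374 and 0.138), so they showed no fall. In the stem list, with a median of 0.35, 1 of 8 genes was lower, *Lgr5* itself. The ablation can change these genes itself, so neither fewer crypt cells nor less crypt base recovered in the DT samples is excluded. Of 35 splits 1, the real one, gave a median as far from 0. Genes of this list, too, had been seen to fall when it was written, which favours the real split, so the splits do not exclude chance. The adjustment over all genes does not depend on the list. *Mptx2*, *Itln1*, *Defa24* and *Defa26* passed it (adjusted p = 0.0166, 0.0341, 0.0435 and 0.0361 from edgeR), though *Defa26* did not with the replicate block. The median of the list was -1.44 in batch a and -2.74 in batch b. These values argue against chance for the 4 genes, and it stays open for the rest of the list. The loss of *Lgr5*+ crypt stem cells and an effect of DT itself stay open.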

How the results depend on the processing

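In this part, the tests chosen only after the data were seen are the subtraction of the 4 emptiest barcodes, the second clustering with 10 components for *Lgr5*+ cells, *Lgr5* ranked over sections or among receptors of stroma and enterocytes, marker sets summed over sections or with each gene divided by its highest zone mean, the crossed pairing, zones 2 to 7 alone, the splits of the single-cell sums, the splits of the LCM samples at an unadjusted p, the fate of each single-cell call under the replicate block, and the splits of the ablation samples fitted with a batch term. All other alternatives and tests were set before the data were examined. Where a value moved and no reason is given, the cause was not tested.

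LCM genes between villus tip and crypt: the count past an adjusted p of 0.05 was 0 in limma, the one tool run, under 12 of 13 alternatives, and 2 with no filter on low values. In that fit more genes were tested and the median of all genes was 0.20 on the log2 scale. The median was also -0.15 in mice 1 to 3 alone, -0.11 with each section as its own sample, 0.18 without mouse 1 and 0.13 without mouse 3. With a count of 0 all 56 of 56 splits of the samples give as many genes past the threshold, which tests nothing. At an unadjusted p under 0.05, 32 splits gave at least 441 genes, so chance cannot be excluded from these. Among the 8 splits that part the 3 mice with both zones, 6 did. With the mouse as a block 447 genes had an unadjusted p under 0.05 and the count past the threshold stayed 0.

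Named LCM genes: of 154 values under alternatives, 144 had the direction given in the text and 10 were reversed. In mice 1 to 3 only, the log2 fold changes of *Lgr5*, *Nt5e* and *Bmp4* were -0.072, -0.87 and -1.02. *Nt5e*, 0.15 with all mice, was also -0.24 with 5 added before the logarithm, -0.016 with TPM as deposited and -0.66 with the replicate block of the mouse. Leaving out 1 mouse at a time, *Nt5e* ranged from -1.19 (without mouse 2) to 2.25 (without mouse 1), with -0.51 without mouse 5. *Bmp4* ranged from -0.71 (without mouse 4) to 1.24, and *Lama5* from -0.60 (without mouse 2) to 1.39. The rank of *Lgr5* among receptors was 60 by the median over mice, 20 with TPM as deposited, between 16 and 20 without mouse 1, 2, 3 or 4, and 90 without mouse 5. It was 32 over sections and 25 among receptors of stroma and enterocytes.

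Marker sets in LCM: of 36 values under alternatives, 31 had the same direction. The log2 ratio of the villus tip telocyte-like set was 0.058 with each gene divided by its highest zone mean. That of the crypt telocyte-like set, leaving out 1 mouse at a time, ranged from -0.49 (without mouse 2) to 0.45 (without mouse 1), with 0.25 without mouse 4 and 0.22 without mouse 5. It was -0.95 with the marker sets of Supplementary Data 4, -0.56 with each gene divided by its highest zone mean and 0.24 over sections.

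Single cells: the number of cells in *Pdgfra* clusters was between 326 and 336 in all alternatives but the lower limits of 200 UMIs and 100 genes, which kept more cells and gave 442. Subtracting the 4 emptiest barcodes gave 332. The number of *Lgr5*+ villus tip telocyte-like cells was 6 in each alternative. The count of genes that differ between villus tip and crypt telocyte-like cells, 26, was 11 in DESeq2, 1 with no filter on low counts, where 12979 genes were tested, 16 without mouse A, 5 without mouse B, 9 without mouse C and 25 without mouse G. It was between 18 and 35 in the other alternatives. Each of these fits without a mouse left 2 mice in at least 1 class. The splits of the 6 sums number 10, of which 1, the real one, gave as many genes. A share below 1 in 10 is not possible at this size, so the share cannot decide on chance. The real split gave 26 genes and each of the others 0. The classes were cut from the expression of these same cells, which favours the real split. These values therefore do not decide on chance either. Genes used for clustering are among the 26. Of the calls of named genes, 55 were no longer past 0.05 under an alternative, most often *Col1a1* and *Ly6a*, and none reversed. With the replicate block of the mouse the count was 30. Of the 26 calls 5 were no longer past 0.05 with it, those of *Spon1*, *Ly6a*, *Col1a1*, *Gpx3* and *Plac8*, 9 genes were newly past it, and the block changed the direction of none of the 26.

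DT against mock, genes past an adjusted p of 0.2 (214) and 0.05 (32): without a batch term the counts were 3 and 1, with no filter on low counts 1518 and 635, with the stricter filter 89 and 1, in DESeq2 908 and 143, with DESeq2 size factors 233 and 37 and without the robust option 224 and 39. Batch a alone gave 0 and 0 in edgeR (721 genes at an unadjusted p under 0.05, DESeq2 not run on it), and batch b alone 37 and 5. With the replicate block (replicate numbers as pairs) they were 70 and 3, with *Ada*, *Akr1b8*, *Mt2*, *Defa5*, *Defa26*, *Sh2d6* and *Dclk1* no longer past 0.05, and the block changed no other call of a named gene. With the numbers crossed in batch a, the replicate block gave 1584 and 80. Without DT replicate 1, 2, 3 and 4 the counts at 0.2 were 840, 58, 73 and 534, and at 0.05 they were 41, 7, 9 and 29. Without mock replicate 1, 2, 3 and 4 they were 79, 166, 41 and 106 at 0.2, and 3, 21, 10 and 11 at 0.05. The counts therefore depend on single mice of both groups. Of 35 splits of the samples, 4 gave as many genes at 0.2 and 2 at 0.05. One of them parts the batches, so it was fitted without a batch term, and it gave 5233 and 3081. Of the 34 splits fitted with a batch term, 3 gave as many at 0.2, so chance cannot be excluded from that count, and at 0.05 only 1 did, the real one, against at most 1 gene in the others. The 18 splits with 2 samples of each batch per group hold those that part every replicate pair. Of these 1, the real one, gave as many at each threshold. As 1 in 18 is 5.56%, the smallest share they can give, they could not have excluded chance. The other splits are unbalanced over the batches, so their share does not decide either. The values themselves argue against chance for the count at 0.05 in this fit. They were 32 genes in the real split and at most 1 in any other split fitted with a batch term.

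Named genes after DT: of 283 values under alternatives, 217 stayed on their side of 0.05, 61 were no longer past it, 5 were newly past it (*Slc28a2* and *Klf4* with no filter or in DESeq2, and *Slc28a2* without DT replicate 3) and none reversed. *Nt5e* was not past it without DT replicate 2 or 4 or any one of mock replicates 1, 2 and 3, with an adjusted p of up to 0.168 in edgeR, and over all its alternatives it ranged from 7.6e-24 to 0.500. DESeq2 gave no adjusted p for some of these genes, among them *Akr1b8*, *Defa5*, *Sh2d6* and *Dclk1*, and its values for them are left out of these counts.

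Correlation of the change with enterocyte zone: rho was -0.29 with no filter, -0.38 with the stricter filter, which left 82 genes, -0.39 in batch a alone and -0.43 in batch b alone. Leaving out 1 mouse at a time it ranged from -0.36 (without mock replicate 3) to -0.53 (without mock replicate 4), with -0.39 without DT replicate 4. Over zones 2 to 7 alone it was -0.18, over 180 genes. It was -0.47 with the replicate block.

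Gene lists after DT: the tuft list had a median between -4.08 and -2.24 and the Paneth list between -2.66 and -1.67 over the alternatives. The stricter filter left too few tuft genes for a value. The goblet list was 0.017 in batch a alone, and it was newly called by camera without a batch term, with DESeq2 size factors, in batch b alone and without DT replicate 1, mock replicate 2 or mock replicate 3. The stem list was newly called without DT replicate 1 or mock replicate 2. The villus bottom antimicrobial list was -0.047 with the replicate block and -0.36 without DT replicate 4, while it ranged up to 0.55 with another mouse left out. The proliferation list was no longer called by camera with the stricter filter (adjusted p = 0.0503, against 5.7e-05 to 0.0503 over its alternatives). The immune list was no longer called by camera with the stricter filter or without DT replicate 2, mock replicate 1 or mock replicate 3. Calls by camera that hold under fry are those of the tuft, Paneth and villus tip enterocyte lists.

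Depth limits the rest. TPM carries no counts, so low LCM values cannot be given a counting error. With 3 crypt mice even a log2 shift of 3 was mostly missed on simulated data. In the single cells, shares of cells with a UMI follow the depth of a class.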

Differences from the paper's values

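In this part the tests chosen only after the result was seen are the hypergeometric p with other counts, zones 2 to 7 alone, and marker sets with each gene divided by its highest zone mean.

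Of the *Lgr5*+ cells, the paper gives 1 crypt telocyte and 3 were found here in crypt telocyte-like cells. Of the alternatives set before the data were examined, a resolution of 1 gives 1 cell, the paper's value, with the other 2 cells in a cluster of 20 cells left unnamed, while keeping the genes of the claims and a resolution of 0.5 do not. The paper gives 1 *Lgr5*+ myofibroblast and 0 were found here, also in each of these 3 alternatives.

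The paper's hypergeometric p for its *Lgr5*+ cells is 0.0121. From the paper's counts, with 7 of 10 cells among 329 and a villus tip telocyte cluster of 132 cells, which fits the shares in its marker table, the p of 7 or more cells is 0.0529. No alternative was set before the data were examined. The p of more than 7 cells is 0.0115, and with 1 more cell in the cluster it is 0.0121, a setting chosen after seeing the values. Both treat cells as replicates.

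For the correlation of the change with enterocyte zone, the paper gives -0.53 and -0.467 was found here. The set of genes here is the ligands and receptors of Supplementary Data 2, which is narrower than the paper's. Its zones run from the crypt (1) to the villus tip (7), while the paper names villus zones only, and over zones 2 to 7 alone rho is -0.18, further from the paper's value. Of the alternatives set before the data were examined, leaving out DT replicate 1 (-0.493), DT replicate 3 (-0.498) or mock replicate 4 (-0.531) gives a value close to the paper's. The other alternatives do not: no batch term, the replicate block, DESeq2 size factors, no filter, the stricter filter, the fit without robust, DESeq2, each batch alone, and leaving out DT replicate 2 or 4 or mock replicate 1, 2 or 3.

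The paper removed 31 enterocyte genes from the LCM data, a list taken from another study, and its rule applied to the mock epithelial samples gives 420. No alternative was set before the data were examined.

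For the villus tip telocyte marker set, crypt over villus tip is about 0.75 in Fig. 4f, read by eye, as the paper's value, and 1.29 here for the rebuilt set. None of the alternatives set before the data were examined comes to the paper's value: marker sets from Supplementary Data 4, no enterocyte genes removed, and each mouse left out give between 1.17 and 1.54.

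Fig. 4f of the paper shows villus tip telocyte markers highest at the villus tip. Here the sum of the rebuilt villus tip telocyte-like set was lowest there, 474 ppm, against 612 ppm in the crypt. That set shares 5 genes with those used from Supplementary Data 4, so it is not the set of the paper. Neither need hold the genes summed in Fig. 4f. With each gene of the rebuilt set divided by its highest zone mean, the sum was lowest in the crypt, 6.38, against 6.64 at the villus tip. The highest sum was then at the villus center, 10.5. The paper states that its LCM measurements, too, show *Bmp2* higher on the side of the villus tip, and here the LCM mean was 55.8 ppm in the crypt and 21.8 ppm at the villus tip. The paper's Supplementary Data 1 gives 57 and 23, so these values differ from the paper's sentence and not from its table. The paper ranks *Lgr5* among the highest receptors of the villus tip stroma, which here holds for the mean of all mice (rank 20 of 347) and not without mouse 5 (rank 90).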

Other observations

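In this part, the share of cells with an epithelial marker is the test chosen only after the result was seen.

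Of the 73 cells kept from the gate labelled CD45, 72 were epithelial-like and 0 fell in an immune-like cluster, while 199 of the 200 immune-like cells came from PDGFRa singlets. Immune cells missed by the clustering were first tested by the share of cells of the gate with an immune marker, 67.1% against 87.5% of immune-like cells, which alone does not decide, because epithelial-like cells carry such markers too. An epithelial marker was present in 94.5% of the cells of the gate and in 3.5% of immune-like cells, and *Ptprc* in 1 of 73, which argues against immune cells missed by the clustering. Epithelial cells or their RNA in these wells, or a gate label that does not describe the sort, stay open, and no biological explanation was tested.

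In the LCM samples, *Wnt5a* was 14.4 ± 14.2 ppm in the crypt (SD, n = 3 mice) and 2.84 ± 1.51 ppm at the villus tip (SD, n = 5), a log2 fold change of -1.69 (two-sided exact permutation test, p = 0.0357, adjusted p = 0.991 from limma), with the villus tip higher in 1 of 3 mice. *Col1a1* was 39.3 ± 26.1 ppm in the crypt (SD, n = 3) and 10.6 ± 7.98 ppm at the villus tip (SD, n = 5).

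The other gene lists after DT had median log2 fold changes of -0.30 (goblet, 8 genes, camera adjusted p = 0.0540), -0.55 (enteroendocrine, 6 genes, 2.3e-04), 0.28 (villus bottom antimicrobial, 6 genes, 0.596) and -0.35 (fibroblast, 1 gene, 0.825). The enterocyte villus tip genes named by the paper had -0.67 over 9 genes, 9 of which fell (camera adjusted p = 3.5e-09, fry adjusted p = 0.0138). This list was chosen by the study on these or related samples, so its result is not independent evidence. Adjusted over the list alone 4 of its genes passed 0.05 in edgeR, and 2 did adjusted over all genes.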
